# Multiplexed screening reveals how cancer-specific alternative polyadenylation shapes tumor growth in vivo

**DOI:** 10.1038/s41467-024-44931-x

**Published:** 2024-02-01

**Authors:** Austin M. Gabel, Andrea E. Belleville, James D. Thomas, Siegen A. McKellar, Taylor R. Nicholas, Toshihiro Banjo, Edie I. Crosse, Robert K. Bradley

**Keywords:** Genomics, Functional genomics, RNA metabolism

## Abstract

Alternative polyadenylation (APA) is strikingly dysregulated in many cancers. Although global APA dysregulation is frequently associated with poor prognosis, the importance of most individual APA events is controversial simply because few have been functionally studied. Here, we address this gap by developing a CRISPR-Cas9-based screen to manipulate endogenous polyadenylation and systematically quantify how APA events contribute to tumor growth in vivo. Our screen reveals individual APA events that control mouse melanoma growth in an immunocompetent host, with concordant associations in clinical human cancer. For example, forced *Atg7* 3′ UTR lengthening in mouse melanoma suppresses ATG7 protein levels, slows tumor growth, and improves host survival; similarly, in clinical human melanoma, a long *ATG7* 3′ UTR is associated with significantly prolonged patient survival. Overall, our study provides an easily adaptable means to functionally dissect APA in physiological systems and directly quantifies the contributions of recurrent APA events to tumorigenic phenotypes.

## Abstract (web summary)

Dysregulation of alternative polyadenylation (APA) is associated with poor prognosis in cancer but its functional role is less clear. Here, the authors develop a CRISPR-Cas9- based screen to determine the effects of different APA events on melanoma growth in mouse models.

## Introduction

Alternative cleavage and polyadenylation (APA)—the process whereby a pre-mRNA can be cleaved and have a poly(A) tail added at multiple distinct locations, leading to expression of mRNAs with different 3′ untranslated regions (UTRs)—affects most human genes^1^. Although the biological roles of most APA events are unknown, detailed studies have revealed that APA can affect mRNA levels, localization, and translation, among other molecular phenotypes^2–4^. Poly(A) site selection is coordinated by differential interactions between multiple factors, including several RNA-binding proteins and the U1 small nuclear RNA (snRNA). RNA-binding proteins and the U1 snRNA bind RNAs in a sequence-specific manner near the proximal poly(A) site and can either promote or inhibit assembly of the 3′ end processing complex, although this process is still not entirely understood^5–8^. Differential polyadenylation site usage is commonly observed in many biological processes, frequently in a biased manner indicative of coordinated regulatory changes^9–11^. For example, rapidly dividing cells frequently utilize gene-proximal over gene-distal poly(A) sites, and thus express mRNAs with correspondingly shorter 3′ UTRs, compared to non-dividing, terminally differentiated cells. mRNAs are differentially polyadenylated throughout development, where terminally differentiated cells tend to utilize more distal poly(A) sites^3^; immune cell subsets including monocytes, T cells, and B cells undergo global 3′ UTR shortening when stimulated by their respective chemokines to begin dividing^12^; many cancers express mRNAs with markedly shorter 3′ UTRs than do peritumoral, healthy tissues^13–15^.

It is well-established that APA is recurrently dysregulated in virtually all cancer types, yet it remains unknown whether most APA dysregulation directly promotes cancer progression or instead simply a downstream consequence of rapid cell division^16–20^. Consistent with a functional role for APA dysregulation in cancers, several studies have reported that transcriptome-wide APA dysregulation is associated with patient prognosis in a subset of tumor types and that overexpression of a specific mRNA with a short 3′ UTR, but not a long 3′ UTR, can promote enhanced cancer cell growth^21,22^. Nonetheless, the potential functional relevance and roles of cancer-associated APA remains unclear. The vast majority of cancer-associated APA events have never been functionally studied. Most functional studies of APA have relied on transgenic expression, rather than manipulation of APA in an endogenous context, and no study has yet manipulated endogenous, cancer-associated APA events in the physiological context of tumorigenesis in vivo.

Here, we systematically identify cancer-associated APA dysregulation that plays a causative, rather than simply correlative, role in tumorigenesis by functionally studying endogenous APA site selection in the physiologically relevant setting of tumorigenesis in vivo. To do so, we developed a multiplexed, CRISPR-Cas9-based screen that permitted us to perform parallelized interrogation of individual APA events during tumorigenesis in vivo. This high-throughput functional screen revealed APA events that control key tumor phenotypes in an immunocompetent mouse host and have concordant associations in clinical human cancer.

## Results

### Global 3′ UTR lengthening predicts poor patient prognosis in human melanoma

To assess whether cancer-associated changes in APA are relevant to clinical phenotypes, we tested whether global APA dysregulation was significantly associated with patient outcomes. Several prior studies have analyzed RNA sequencing data from The Cancer Genome Atlas (TCGA) and observed significant associations between global APA dysregulation and patient survival; however, those studies limited analyses to the 17 tumor types for which there were sufficient patient-matched, peritumoral normal tissue samples available^13,15^. In order to extend such analyses to all tumor types, including those for which peritumoral samples are not available, we instead took a stratification-based approach that relied on data from tumor samples alone. For each cancer subtype, we stratified patients into terciles representing whether their tumor transcriptomes preferentially expressed short, medium, or long 3′ UTRs by computing a median 3′ UTR length for each tumor across 7513 genes that are subject to alternative polyadenylation (Fig. 1A–H; Supplementary Fig. 1A–C). This measure of global 3′ UTR length was significantly positively correlated with *PABPN1* expression in 28 of 30 cancer subtypes and significantly negatively correlated with *CSTF2* expression in 21 of 30 cancer subtypes, consistent with *PABPN1* and *CSTF2’*s known roles as a repressor or activator of proximal poly(A) site usage, respectively (Supplementary Fig. 1D–I)^5–7^.

**Fig. 1:**
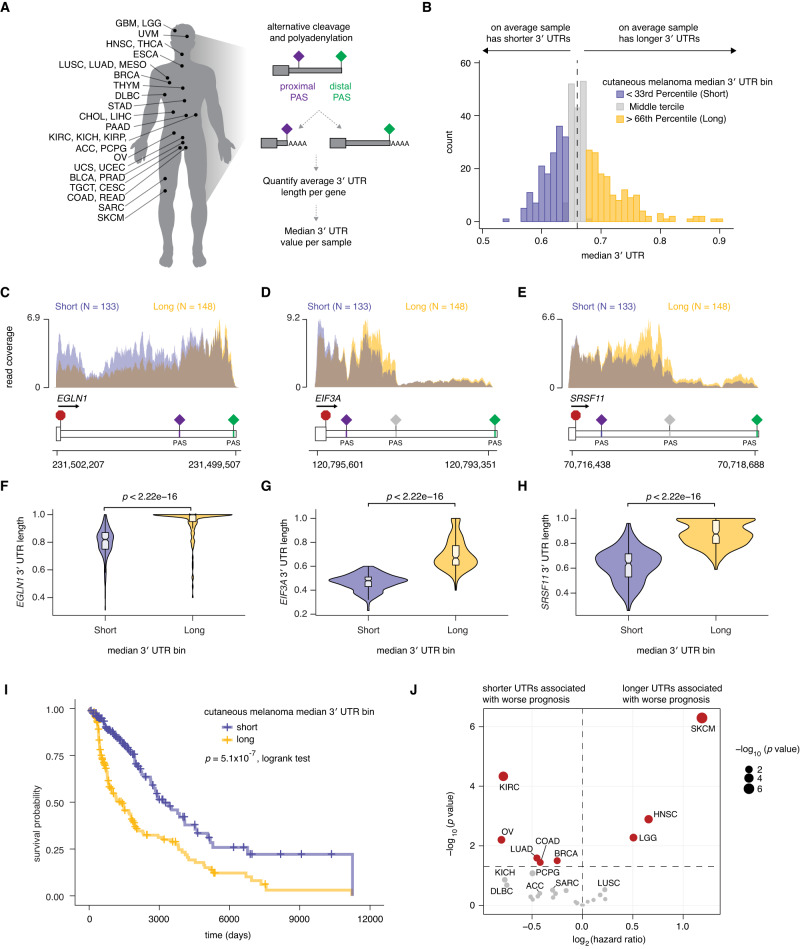
Global 3′ UTR length correlates with clinical outcomes across tumor types. **A** TCGA cancer subtypes analyzed and schematic of quantification of gene-level 3′ UTR lengths for all genes per sample. We followed standard practice^11^ to compute the median 3′ UTR length per sample, normalized such that a value closer to 0 indicates, on average, globally shorter 3′ UTRs and a value closer to 1 indicates globally longer 3′ UTRs. Values are based on the percent of distal poly(A) site usage index computed by the DaPars algorithm^15^. **B** Distribution of median 3′ UTR per sample for the 424 tumor samples in The Cancer Genome Atlas cutaneous melanoma cohort. Samples were binned into terciles corresponding to short (blue), medium (gray), and long (yellow) global 3′ UTR samples. The median of all samples is marked with a dashed black line. **C**–**E** Individual read coverage plots (read coverage reflective of TPM values) for three exemplar genes that exhibit significant differences in 3′ UTR length between samples with globally shorter (blue) and longer (yellow) UTRs as indicated in (**B**) for *EGLN1*, *EIF3A* and *SRSF11* in cutaneous melanoma (SKCM). Poly(A) signal sequences (PAS) sites indicated as diamonds. **F**–**H** Violin plots of gene level 3′ UTR length for *EGLN1*, *EIF3A* and *SRSF11* from (**C**–**E**) comparing short and long median 3′ UTR stratified cutaneous melanoma samples. A value closer to 0 indicates higher use of the proximal poly(A) site and a value closer to 1 indicates higher use of the distal poly(A) site (*p* values from two-sided Wilcoxon rank-sum test). Exact *P* values are *P* = 1.178188^−33^, 2.047001^−48^ and 2.354266^−40^ for **F**, **G** and **H**, respectively. **I** Kaplan–Meier analysis comparing overall survival of TCGA cutaneous melanoma samples binned as short or long median 3′ UTR samples (*p* values from a two-sided logrank test). **J** Volcano plot of the log_2_(hazard ratio) calculated from univariate cox regression models comparing overall survival of short versus long UTR stratified samples plotted against the −log_10_(*p* value). *P* value from a Cox proportional hazard model. Cancer subtypes with a *p* value < 0.05 are indicated in red. Vertical dashed line indicates a log_2_(hazard ratio) of 0, and the horizontal dashed line indicated a *P* value of 0.05.

We then performed Kaplan–Meier survival analysis by comparing patients with short or long median 3′ UTRs and found significant survival differences that varied substantially by cancer type (Fig. 1I; Supplementary Fig. 2A–D; Supplementary Data File 1). In ovarian carcinoma, renal cell carcinoma, breast carcinoma, colon adenocarcinoma, and lung adenocarcinoma, patients whose cancers expressed shorter 3′ UTRs exhibited significantly worse overall survival (Fig. 1J; Supplementary Fig. 2D). Several cancer subtypes displayed the opposite trend, where patients with globally lengthened 3′ UTRs exhibited significantly worse overall survival, including head and neck squamous cell carcinoma, low grade glioma, and cutaneous melanoma (Fig. 1I, J; Supplementary Fig. 2D). These variable associations illustrate the potentially clinically relevant roles of APA and highlight the likely complexity of the relationship between 3′ UTR length trends and prognosis.

These results are necessarily based upon computational inference of 3′ UTR length using poly(A)-selected RNA-seq data, rather than assays like 3′-seq that provide nucleotide-level resolution of 3′ UTR length, due to the nature of most patient transcriptomic data. We therefore confirmed that our results were agnostic to the specific computational algorithm used to infer 3′ UTR usage by measuring 3′ UTR length using a distinct method, APAlyzer^23^. We repeated our analyses for the cutaneous melanoma cohort, which demonstrated the most significant associations between 3′ UTR length and patient survival among TCGA cohorts, and found concordant and similarly strong associations between 3′ UTR length and survival (Supplementary Fig. 2E, F; Supplementary Data File 2). Together, these analyses highlight a subset of cancer types where global APA is strongly correlated with patient survival, suggesting possible functional relationships between APA and tumor growth.

### A mouse model of melanoma exhibits cancer-associated aberrant alternative polyadenylation

Motivated by these strong associations between APA and patient prognosis, we sought to experimentally test the hypothesis that APA dysregulation affecting specific genes functionally contributes to tumorigenesis. As clinical melanoma exhibited the strongest correlations between 3′ UTR length and patient survival (Fig. 1I, J), we turned to syngeneic mouse models of untransformed melanocytes and melanoma to functionally study APA in biologically relevant and experimentally tractable systems. B16-F10 cells are mouse melanoma cells that readily engraft and form aggressive tumors in immunocompetent C57BL/6 mice, while Melan-A cells are immortalized but non-tumorigenic melanocytes derived from the same C57BL/6 background (Fig. 2A)^24,25^. These two models therefore provided an opportunity to identify melanoma-associated APA by comparing immortalized melanocytes and melanoma cells in a consistent genetic background context.

**Fig. 2:**
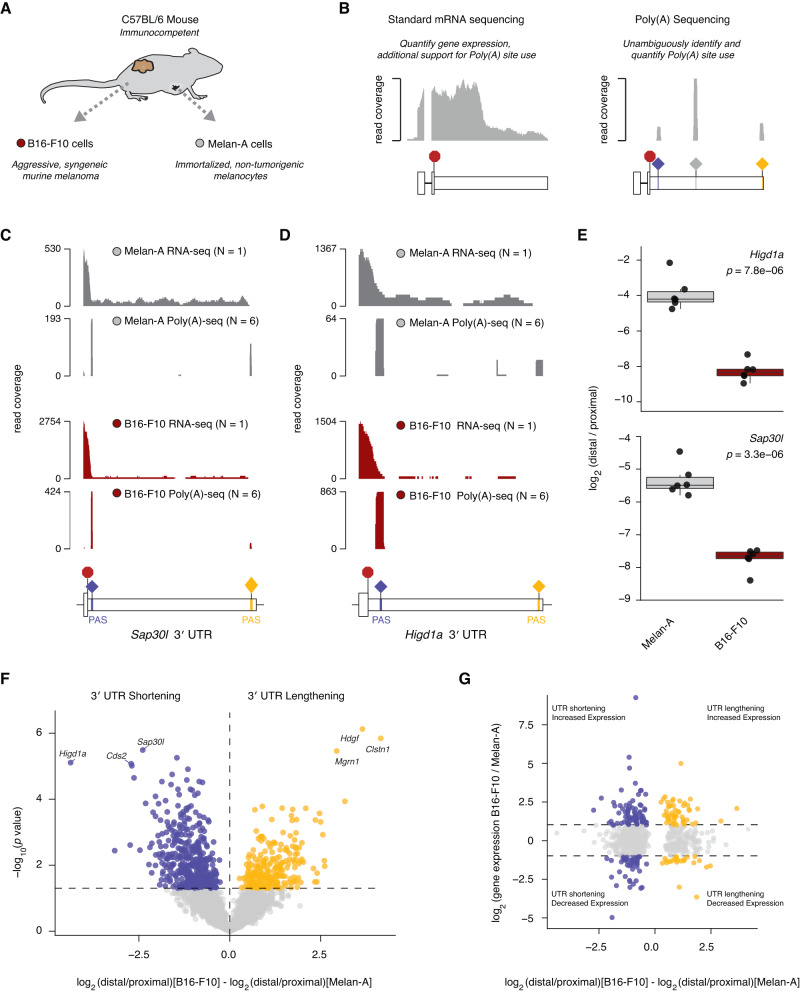
Identification of differentially polyadenylated RNAs in a murine model of melanoma. **A** Description of two syngeneic model cell lines, B16-F10 cells (red) and Melan-A cells (gray) both derived from a C57BL/6 background melanocyte origin. **B** Differences in information provided by RNA-seq and Poly(A)-seq methods, and examples of read coverage plots reflective of the reads generated by each sequencing approach across the terminal exon including the 3′ UTR of an example gene. **C** Read coverage plots of RNA-seq and Poly(A)-seq completed for Melan-A cells (gray) B16-F10 cells (red) of the *Sap30l* terminal exon and 3′ UTR with the stop codon and the annotated poly(A) signal sequences (PAS). **D** BAM coverage plot of RNA-seq and Poly(A)-seq completed for Melan-A cells (gray) and B16-F10 cells (red) of the *Higd1a* terminal exon and 3′ UTR with the stop codon and the annotated poly(A) signal sequences (PAS). **E** Box plot demonstrating relative 3′ UTR length calculated as the log_2_(distal reads / proximal reads) per sample for the gene *Higd1a* and *Sap30l*. Data reflects six Poly(A)-seq runs per cell line*. P* values from two-sided Wilcoxon rank-sum test. **F** Volcano plot of all differentially polyadenylated transcripts between B16-F10 cells and Melan-A cells quantified using the APAlyzer pipeline. Data reflects six Poly(A)-seq runs per cell line, significantly altered events were determined using a two-sided Student’s *t* test. Significantly shortened 3′ UTRs are indicated in blue and significantly lengthened 3′ UTRs are indicated in yellow. Vertical dashed line indicates a difference of 0, and the horizontal dashed line indicated a *P* value of 0.05. **G** Scatter plot of all genes identified as differentially polyadenylated from Poly(A)-seq data, comparing gene-level 3′ UTR length differences and gene expression differences between B16-F10 and Melan-A cells. Blue indicates genes that are significantly shortened in B16-F10 cells and display a significant difference in expression levels, yellow indicates genes that are significantly lengthened and display a significant difference in expression levels, and gray indicates the gene shows no significant change in expression between the two cell lines. The horizontal dashed lines indicate a log_2_(fold-change) in gene expression of 1 and −1.

We profiled global gene expression and poly(A) site selection in each of the two syngeneic cell lines with high-replicate RNA-seq and Poly(A)-seq (Fig. 2B). 

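B16-F10 is a mouse melanoma line and Melan-A an immortalized line of mouse melanocytes. Poly(A)-seq reads start next to the poly(A) tail, so the place where reads pile up in a 3′ UTR shows which poly(A) site a transcript used. The deposited data hold 6 Poly(A)-seq libraries of each line, with replicate letters A to F, as read counts for 11735 genes. The authors mapped the reads to mm10 by strand and counted them with APAlyzer, for each genome strand separately. A read past the proximal poly(A) site of the 3′ UTR counts as distal and a read before it as proximal. B16-F10 libraries held 1008324 to 1538907 reads on the annotated strand of their genes, with a median of 1209522. Melan-A libraries held 788076 to 1121106, with a median of 935308 and the lowest number in replicate F. In log2 counts per gene scaled to library size, replicate F also stands apart from the other 5 Melan-A libraries, with a mean correlation to them of 0.915, against 0.959 to 0.964 for each of the others. Distal use was compared between the lines as the change in log2 of distal over proximal reads, B16-F10 minus Melan-A, with edgeR's quasi-likelihood test in a design with a term for each library. A negative change is a shift to the proximal site, which shortens the 3′ UTR. The sum of distal and proximal reads per gene gave its 3′ UTR reads, in CPM (counts scaled to library size). For the genes that could be compared, these reads did not stand in for the paper's RNA-seq expression values. Higd1a, for example, had a log2 change of 2.92 in reads against about 0.5 in the paper's figure, read by eye. RNA-seq of the cell lines was not used here. All tests were two-sided, and gene lists and the rule for naming genes were fixed before the data were examined, except that the paper's own values for some of these genes had been seen. The labels do not say whether the libraries came from separate cultures, so the p-values measure the spread between these libraries, which may be technical.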

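In 3′ UTR reads, most genes of the cell cycle list and of the combined hypoxia and glycolysis list were higher in B16-F10 cells. Most of the tested genes of pigment cell identity and of the invasive melanoma state were higher in Melan-A cells. Only 12 of the 26 listed pigment cell genes and 17 of the 30 of the invasive state had enough reads. Of 34 cell cycle genes with enough reads, 25 were higher and 3 lower in B16-F10 at an adjusted p under 0.05 from edgeR (29 and 3 when adjusted over the list alone). Rrm2, a subunit of ribonucleotide reductase, stood at 310.1 ± 39.5 CPM (SD, n = 6) in B16-F10 and 30.2 ± 7.35 CPM (SD, n = 6) in Melan-A. Cdkn1a, which encodes the cell cycle inhibitor p21, was also higher in B16-F10, at 1146 ± 56.5 against 50.7 ± 8.03 CPM. Of 24 genes of the hypoxia response and glycolysis, 16 were higher and 4 lower (16 and 4 adjusted over the list alone). The glycolytic enzymes Eno1 and Pgk1 had log2 changes of 2.29 (SE 0.11) and 2.34 (SE 0.12), Pgk1 being lowest in Melan-A F. Adm, of the same list, had a log2 change of 9.23, with 1211 reads over the B16-F10 libraries and 1 over the Melan-A libraries. Ndrg1, a gene of the same list that hypoxia induces, fell by 3.07 on the log2 scale. Of 12 genes of melanocyte differentiation, 8 were lower and 1 higher in B16-F10 (8 and 1 adjusted over the list alone). The receptor tyrosine kinase Kit stood at 0.585 ± 0.749 CPM in B16-F10 against 168.8 ± 12.8 CPM in Melan-A, and the melanocyte transcription factor Mitf at 222.6 ± 15.3 against 1022 ± 562 CPM, its highest value being that of Melan-A F. Of 17 genes of invasive or dedifferentiated melanoma, 15 were lower and 1 higher (16 and 1 adjusted over the list alone), among them the receptor Axl at 13.8 ± 3.56 against 270.6 ± 20.8 CPM and fibronectin, Fn1, at 4.69 ± 1.64 against 174.8 ± 26.3 CPM. Spp1, which encodes osteopontin, had no read in B16-F10 and was at least 74.4-fold lower there, at a floor of 3 reads over the 6 libraries. Among markers of other cells, those of keratinocytes summed to 16.8 ± 2.24 CPM in B16-F10 and 34.7 ± 6.92 CPM in Melan-A, and those of fibroblasts to 145.5 ± 15.0 against 172.5 ± 53.5 CPM, with overlap between the lines. The overlap in fibroblast markers came from Melan-A F alone, at 74.9 CPM. The other Melan-A libraries held 165.0 to 233.7 CPM, and the highest B16-F10 library 162.2 CPM. Of the 2 fibroblast markers tested, Col1a2 was lower in B16-F10, at 0.709 ± 0.658 against 23.4 ± 5.68 CPM, and the other was not called.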

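More splicing regulators were higher than lower in B16-F10 cells, and more autophagy and growth signalling genes lower than higher. None of these 3 lists kept its call from limma's camera with an estimated correlation (adjusted p = 0.0849 for splicing, 0.239 for autophagy and 0.213 for signalling). Of 36 splicing regulators, 18 were higher, 2 lower and 16 not called by edgeR (18 and 2 adjusted over the list alone). Srsf7 and Hnrnph1, which bind pre-mRNA, had log2 changes of 1.76 (SE 0.12) and 1.83 (SE 0.16). Of 14 cleavage and polyadenylation factors, 7 were higher and 2 lower (7 and 2 adjusted over the list alone), and the list as a whole did not pass (limma's camera, adjusted p = 0.141, or 0.239 with an estimated correlation). Cpsf3, the endonuclease that cleaves at the poly(A) site, had a log2 change of 0.95 (SE 0.18), and Pabpn1, the nuclear poly(A) binding protein, one of -0.40 (SE 0.14). Of 29 autophagy genes, 3 were higher and 18 lower (3 and 18 adjusted over the list alone). Map1lc3a and Gabarapl1, whose products coat autophagosomes, fell by 1.12 each on the log2 scale, and the cargo receptor Sqstm1 rose by 1.14. Of 30 genes of MAPK and PI3K-mTOR signalling, 4 were higher and 16 lower (4 and 18 adjusted over the list alone). Only 3 genes of antigen presentation and the interferon response had enough reads: H2-D1 rose by 1.18 and Tapbp fell by 2.26, and in all 1 was higher and 2 lower (1 and 2 adjusted over the list alone). The antigen list had an adjusted p of 0.290 from limma's camera (0.310 with an estimated correlation). The same test compared each other list with all other genes at a preset correlation. The adjusted p was 3.4e-06 for the cell cycle, 3.3e-04 for hypoxia and glycolysis, 0.00253 for melanocyte differentiation, 3.0e-06 for the invasive state, 0.00919 for splicing, and 0.0363 for both autophagy and signalling. With an estimated correlation, the first 4 lists kept an adjusted p of 0.0332, 0.0136, 0.0192 and 0.0136, and the other 3 did not pass. Of 100 splits of the libraries into 6 and 6, 8 called at least as many lists at the preset correlation, the real one included. The other 7 kept 4 or 5 of the 6 B16-F10 libraries together. The 42 splits with 3 of them in each group called at most 1 list. Those splits balance the lines between the groups, so their low counts do not exclude chance. Without TMM scaling the median log2 change of all genes moved from -0.02 to -0.14, and 4 cleavage and polyadenylation factors were higher and 2 lower, and 15 splicing regulators higher and 5 lower.

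**Figure D1:**
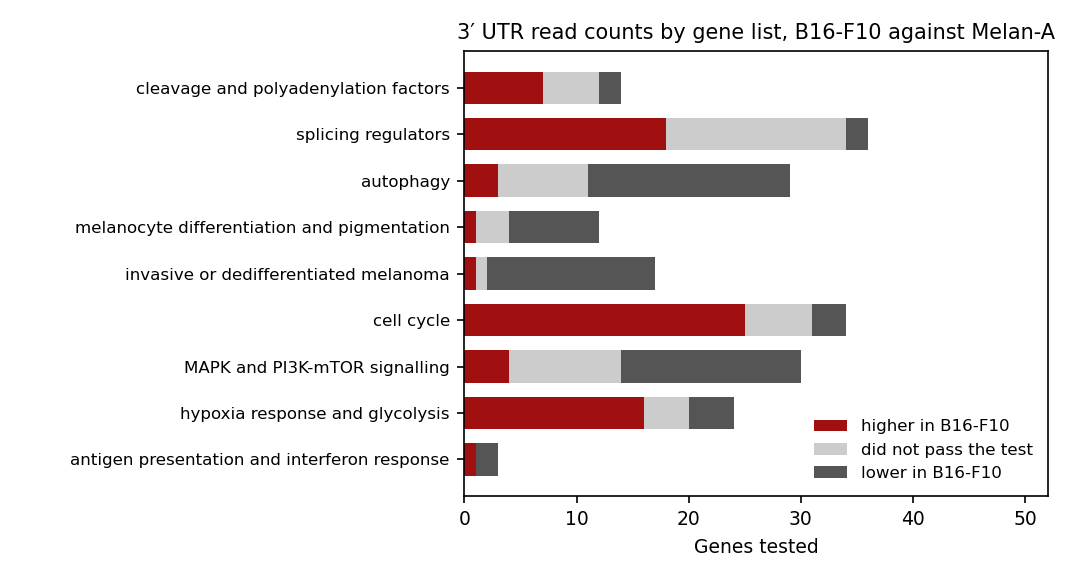
Number of genes of each list (x axis) that were higher in B16-F10, not called, or lower in B16-F10 by 3′ UTR reads at an adjusted p under 0.05 from edgeR, for 9 gene lists (y axis). The cell cycle bar holds 25 higher and 3 lower genes, and the bar of the invasive state 1 higher and 15 lower.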

We identified significant differences in APA site selection between the two cell lines (*n* = 6 replicates per cell line) with APAlyzer^23^. This analysis revealed 654 significantly differentially polyadenylated transcripts for which differential APA site selection was supported by both Poly(A)-seq and RNA-seq (Fig. 2C–F; Supplementary Data File 3). 

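Higd1a and Cds2 shifted to the proximal poly(A) site in B16-F10 cells, and Hdgf shifted to the distal one. Higd1a, a hypoxia-induced gene for a mitochondrial membrane protein, lies on chromosome 9 of GRCm38 from 121848563 to 121858362. In B16-F10, 2.87% ± 1.18 (SD, n = 6) of its reads were distal, and in Melan-A 37.2% ± 15.1 (SD, n = 6). Its log2 change of distal over proximal reads was -4.25 (SE 0.34, adjusted p = 2.8e-10 from edgeR). The log2 ratios of all 6 B16-F10 libraries lay below those of all 6 Melan-A libraries (exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow). The proximal site of Higd1a is at 121849534 on the minus strand, in the last exon and 100 bases into the RefSeq 3′ UTR of 1077 bases. An AATAAA signal lies at 121849557 to 121849562, 28 bases before the site, in the sequence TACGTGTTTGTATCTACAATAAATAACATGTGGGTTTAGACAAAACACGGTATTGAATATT (121849519 to 121849579, given 5′ to 3′ of the transcript). Cds2, an enzyme of phospholipid synthesis on chromosome 2 from 132263148 to 132312050, had 79.7% ± 5.02 distal reads in B16-F10 and 96.1% ± 1.32 in Melan-A, a log2 change of -2.68 (SE 0.36, adjusted p = 7.5e-06 from edgeR). Hdgf, which encodes a growth factor, lies on chromosome 3 from 87906321 to 87916132. It had 99.1% ± 0.229 distal reads in B16-F10 and 89.1% ± 3.55 in Melan-A, a log2 change of 3.71 (SE 0.34, adjusted p = 4.5e-09 from edgeR). Its neighbour Mrpl24 is annotated on the same strand within 5000 bases, and reads of the pair were not separated here. The same limit holds for other named genes with such a neighbour, among them Mgrn1 (Nudt16l1), Mlph (Prlh), Tmc4 (Leng1) and Ccnb1 (Cenph). Clstn1 and Mgrn1 had no call on their own strand, with log2 changes of -0.51 (SE 0.41, adjusted p = 0.500 from edgeR) and 0.18 (SE 0.44, adjusted p = 0.856). Cstf2, a factor that binds downstream of the cleavage site, had a log2 change of -0.74 (adjusted p = 0.140 from edgeR). Trp53, Srsf11, Eif3a and Egln1 had too few reads in 1 of the regions to be tested, and Crabp1 had no read.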

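More 3′ UTRs were shortened than lengthened in B16-F10 cells. Of 4237 genes tested, 363 changed distal use at an adjusted p under 0.05 from edgeR, of which 236 were shortened and 127 lengthened. Among the shortened, the median change was 0.68 on the log2 scale for proximal reads and -0.85 for distal reads, and in 155 of them proximal reads were higher and distal reads lower. Among the lengthened, 72 had lower proximal and higher distal reads. Ptrh2, a mitochondrial peptidyl-tRNA hydrolase, had 4.19% ± 1.35 (SD, n = 6) distal reads in B16-F10 and 31.1% ± 21.3 (SD, n = 6) in Melan-A. Mlph, which links melanosomes to their motor, had 9.58% ± 3.94 against 38.3% ± 8.57, a log2 change of -2.58 (SE 0.30, adjusted p = 9.3e-07 from edgeR). The splicing regulator Tial1 had 38.3% ± 3.37 against 58.4% ± 5.11. Tmc4 and Galk1 also shifted to the proximal site, with log2 changes of -4.17 (SE 0.44) and -5.13 (SE 0.71). Galk1, which encodes galactokinase, had only 17 reads over the 6 Melan-A libraries. In the other direction, Xpa, a factor of nucleotide excision repair, had 67.4% ± 13.4 distal reads in B16-F10 and 20.9% ± 10.7 in Melan-A, with B16-F10 B lowest of its line at 41.3%, and a log2 change of 3.14 (SE 0.39, adjusted p = 2.2e-06 from edgeR). The spliceosome gene Eftud2 had 92.8% ± 4.27 against 70.2% ± 21.9. Some large changes rest on a few reads of a region: Sparc had 7 proximal reads in B16-F10, and Ppp2r5a had 13 distal reads in B16-F10 and none in Melan-A. In 256 genes (6.04%, against 0.216% by chance) the 6 libraries of the lines did not overlap, and 177 of these were among the 363. The count of 363 called genes fell to 231 without Melan-A C, 234 without B16-F10 A and 238 without B16-F10 C. It was 336 without Melan-A F, and DESeq2 called 232.

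**Figure D2:**
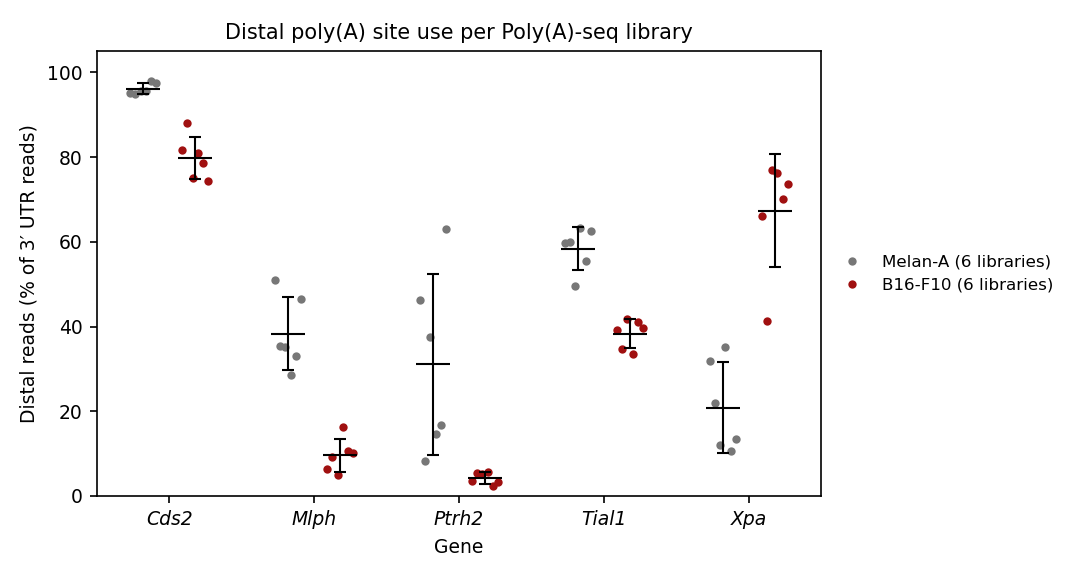
Percent of reads past the proximal poly(A) site (y axis) for 5 genes in each of the 6 B16-F10 and 6 Melan-A libraries. Each dot is a library, and black bars give the mean and SD; Cds2, Mlph, Ptrh2 and Tial1 are lower in B16-F10, and Xpa is higher.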

204 genes displayed strong correlations between APA and differential gene expression, but the majority did not, consistent with the idea that many APA events have gene- or protein-specific effects rather than simply modulating transcript levels in an easily predictable manner (Fig. 2G)^4^.

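Higd1a, Hdgf and Cds2 changed in both distal use and 3′ UTR reads, whereas Sap30l, a subunit of a histone deacetylase complex, changed in distal use without a detected change in reads. Higd1a stood at 613.2 ± 79.8 CPM (SD, n = 6) in B16-F10 and 80.8 ± 26.8 CPM (SD, n = 6) in Melan-A, a log2 change of 2.92 (SE 0.18, adjusted p = 2.8e-11 from edgeR). Its proximal reads rose by 3.49 on the log2 scale. Hdgf stood at 1859 ± 181 against 82.9 ± 19.7 CPM, with distal reads higher by 4.66 and proximal reads by 0.97. Cds2 fell by 1.08 (SE 0.15, adjusted p = 4.5e-06 from edgeR), with proximal reads higher by 1.29. Sap30l stood at 350.1 ± 19.4 against 325.8 ± 52.3 CPM, a log2 change of 0.10 (SE 0.12, adjusted p = 0.452 from edgeR) that takes the other sign without TMM scaling, at -0.013. Of 6759 genes tested for 3′ UTR reads, 4314 changed at an adjusted p under 0.05 from edgeR, 2099 up and 2215 down in B16-F10 (1789 up and 2540 down without TMM scaling), and 1847 of them had an absolute log2 change of at least 1. Of the genes with changed distal use, 256 also changed in reads, which is 70.5% against 64.4% of the other genes (Fisher's exact test, odds ratio 1.32, p = 0.0213). Shortened genes went both ways, 76 higher and 96 lower, as did lengthened ones, 47 higher and 37 lower (Fisher's exact test, odds ratio 1.60, p = 0.0844). At an absolute log2 change in reads of at least 1, 104 genes changed in both, 28.7% against 26.6% of the others (Fisher's exact test, p = 0.420). Proximal and distal reads enter both measures, so the calls are not independent. The count of 256 genes changed in both fell to 160 without B16-F10 A, 161 without Melan-A C and 162 without B16-F10 C. The excess missed the threshold without B16-F10 B, C, D or F or Melan-A B or E (Fisher's exact test, p = 0.0541 to 0.530).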

We next compared APA in mouse and human melanoma. 

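B16-F10 cells used the distal poly(A) site for most genes. Over the genes tested for distal use, the median share of distal reads was 78.9% with the B16-F10 libraries pooled, and the quartiles were 33.3% and 94.8%. In 2845 genes (67.1%) most reads were distal, 530 genes had under 10% distal reads and 1515 had over 90%. Sparc, which encodes a secreted matrix protein, is at the distal end, with 99.99% ± 0.0114 (SD, n = 6) distal reads, and Eif3a, a subunit of a translation initiation factor, had no distal read among 1026. Gpx4, which protects membranes from lipid peroxidation, had 2 distal reads among 1541 proximal ones. The median SD of a gene's log2 ratio between the 6 B16-F10 libraries was 0.65, against an SD of 3.60 across genes, so genes differed by far more than libraries did. Melan-A cells had 2875 genes (67.9%) with mostly distal reads, 460 under 10% and 1524 over 90%. The human tumor data were not used here.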

For each gene, we calculated the relative distal poly(A) site use in the B16-F10 mouse melanoma model system and for the human gene ortholog in the 424 TCGA melanoma samples and then computed the Pearson correlation for those gene-level values. This analysis revealed a modest but significant positive correlation between APA in mouse and human melanoma (*R* = 0.24, *p* < 2.2 × 10^−16^; Supplementary Fig. 3A–C). Overall, these data demonstrate that widespread alterations in APA characterize the B16-F10 model of mouse melanoma, suggesting that it may be a useful system for dissecting the functional contributions of individual APA events to tumorigenesis.

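Changes of distal use fell in most of the gene lists, and no list passed the test of a shift as a whole. Of 34 splicing regulators tested, 2 were lengthened, 3 shortened and 29 not called by edgeR (3 and 3 adjusted over the list alone). U2af1, which recognizes the 3′ splice site, had 94.8% ± 1.52 (SD, n = 6) distal reads in B16-F10 and 82.9% ± 10.9 (SD, n = 6) in Melan-A, with B16-F10 B lowest of its line and a log2 change of 1.84 (SE 0.38, adjusted p = 0.00206 from edgeR, 0.0573 from limma). Of 19 cell cycle genes, 1 was lengthened and 4 shortened (2 and 4 adjusted over the list alone), among them the cyclins Ccnb1, with 65.7% ± 4.39 against 82.2% ± 6.76, and Ccnd1, with 99.2% ± 0.425 against 99.9% ± 0.116. Of 16 autophagy genes, 3 were shortened and none lengthened (3 and 0 adjusted over the list alone), among them Gabarapl1 with a log2 change of -1.21 (SE 0.28). Of 12 melanocyte genes, 2 were shortened (2 adjusted over the list alone), Mlph and the transcription factor Tfap2a, with a log2 change of -1.09 (SE 0.27). Of 9 cleavage and polyadenylation factors, 2 were lengthened (2 lengthened and 2 shortened adjusted over the list alone), among them the kinase Clp1, at a mean of only 10 reads per library. Of 22 signalling genes, 1 was shortened (2 lengthened and 2 shortened adjusted over the list alone). This gene, Hras, lost its call with DESeq2 (adjusted p = 0.128) and in 7 of 12 edgeR fits with a library left out. Of 15 genes of hypoxia and glycolysis, 1 was shortened and 1 lengthened (1 and 1 adjusted over the list alone). No call fell among 11 genes of the invasive state or 3 of antigen presentation, over all genes or over the list alone. None of the 9 lists passed limma's camera at an adjusted p (0.938 or more) or at an unadjusted p under 0.05, and none did with an estimated correlation (adjusted p of 0.932 or more). A list's median, mean and test differ in sign for cleavage and polyadenylation factors (median -0.10, mean 0.32, test up), signalling (median -0.09, mean -0.01, test up), melanocyte genes (median 0.14, mean -0.11, test up) and antigen presentation (median 0.14, mean -0.01, test down). Over all genes the library medians of the log2 ratio were 1.77 ± 0.07 (SD, n = 6) in B16-F10 and 1.85 ± 0.09 (SD, n = 6) in Melan-A, a difference of -0.08 (exact permutation test, p = 0.117). Pooled over genes, 67.0% ± 1.08 of reads were distal in B16-F10 and 69.2% ± 0.906 in Melan-A (exact permutation test, n = 6 libraries each, p = 0.00866). The pooled share weights genes by their reads, so changes in read numbers between the lines can move it without a change in site use. From its comparisons of the lines and of mouse with human melanoma, the paper concludes that altered APA is widespread in B16-F10 cells, and it holds that this model may be of use for studying what single APA events do in tumors.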

### CRISPR-Cas9 paired-guide RNAs enable functional manipulation of alternative polyadenylation

In order to identify possible functional roles for the APA events that we identified in melanoma, we sought to manipulate endogenous poly(A) site selection in order to test how each APA event influenced tumor growth. We utilized a well-established approach for endogenous poly(A) site manipulation, wherein CRISPR-Cas9 paired-guide RNAs (pgRNAs) are used to precisely delete an individual poly(A) site. This approach has been previously utilized by other groups to force usage of specific poly(A) sites in *Trp53*, *Calm1*, and other genes^26–29^.

We tested the efficacy of this approach in our melanoma model system using *Sap30l*, which has two distinct poly(A) sites separated by several kilobases. 

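Sap30l transcripts ended mostly at the proximal poly(A) site in B16-F10 cells and were split between both sites in Melan-A cells. Distal reads made up 13.1% ± 2.35 (SD, n = 6) in B16-F10, from 8.58% to 15.0% by library, and 43.8% ± 8.08 (SD, n = 6) in Melan-A, from 36.2% to 58.8%. The reads behind this were 331 distal and 2171 proximal over the B16-F10 libraries and 837 distal and 1124 proximal over the Melan-A libraries. The log2 change was -2.36 (SE 0.25, adjusted p = 8.1e-08 from edgeR), and all 6 B16-F10 libraries lay below all 6 Melan-A libraries (exact permutation test, p = 0.00216). Sap30l (ENSMUSG00000020519.5) lies on the plus strand of chromosome 11 of GRCm38 from 57801637 to 57810217. Its proximal poly(A) site in the authors' table of candidate sites is at 57810214 (57810189, which is 25 bases before it, in their library table), in the last exon, 144 bases past the stop codon. RefSeq gives the last exon as 57809942 to 57810615 and its 3′ UTR as 57810071 to 57810615, so the annotated 3′ UTR ends 401 bases after the site. The paper places the sites several kilobases apart, which is farther than this annotated end. The deposited tables give no position for the distal site, so distal reads may lie past the annotated 3′ UTR. The signal AATAAA stands at 57810189 to 57810194, 25 bases before the site, in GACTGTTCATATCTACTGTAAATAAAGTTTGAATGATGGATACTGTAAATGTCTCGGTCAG (57810169 to 57810229). B16-F10 B had the lowest log2 ratio, -3.39, against -2.75 to -2.50 in the other B16-F10 libraries.

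**Figure D3:**
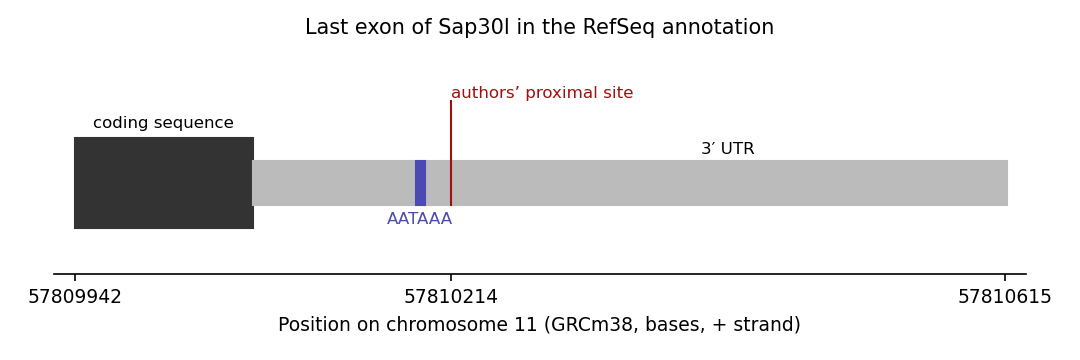
Last exon of Sap30l on chromosome 11 (x axis, GRCm38 position in bases), with the stop codon, the AATAAA signal, the proximal poly(A) site and the end of the RefSeq 3′ UTR at 57810615. The signal lies 25 bases before the site.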

B16-F10 cells expressed SAP30L mRNA overwhelmingly utilizing the proximal poly(A) site, whereas Melan-A cells utilize the distal poly(A) site significantly more (Fig. 2C, F). We generated constitutive Cas9-expressing B16-F10 cells that we then transduced with two distinct pgRNAs designed to delete the proximal polyadenylation signal sequence within the *Sap30l* 3′ UTR (Fig. 3A, B). Cas9-expressing B16-F10 cells treated with either pgRNA designed to knock out the proximal polyadenylation signal sequence of *Sap30l*, referred to as proximal knockouts (pKO), exhibited appreciable levels of genomic DNA excision at the expected site (Fig. 3C; Supplementary Fig. 4A, B). Poly(A)-seq of polyclonal cells treated with either of two distinct *Sap30l* pKO pgRNAs caused specific increases in use of the *Sap30l* distal poly(A) site (Fig. 3D; Supplementary Fig. 4C). We generated seven monoclonal lines with heterozygous excision of the proximal *Sap30l* polyadenylation signal, five monoclonal lines with homozygous excision, and six monoclonal negative control lines transduced with a non-targeting control (NTC) pgRNA (Supplementary Fig. 4D). Treatment with either of the two distinct *Sap30l* pKO pgRNAs significantly increased use of the distal polyadenylation signal sequence in both the polyclonal and monoclonal settings as measured by RT-PCR, where cells with homozygous deletion of the proximal poly(A) signal displayed the highest use of the distal poly(A) site (Fig. 3E; Supplementary Fig. 4E). Using qRT-PCR to measure SAP30L mRNA levels, we found that homozygous excision of the proximal poly(A) signal led to a median reduction in total SAP30L mRNA levels of 47.9% (Fig. 3F; *p* = 0.017 computed across the monoclonal isolates). Consistent with this, we observed a strong negative correlation between distal polyadenylation site usage and total mRNA abundance for *Sap30l* (Fig. 3G; *p* = 0.0084). We concluded that targeted deletion of proximal poly(A) sites using a CRISPR-Cas9 pgRNA approach can effectively force distal poly(A) site use in both polyclonal and monoclonal populations of B16-F10 cells.

**Fig. 3:**
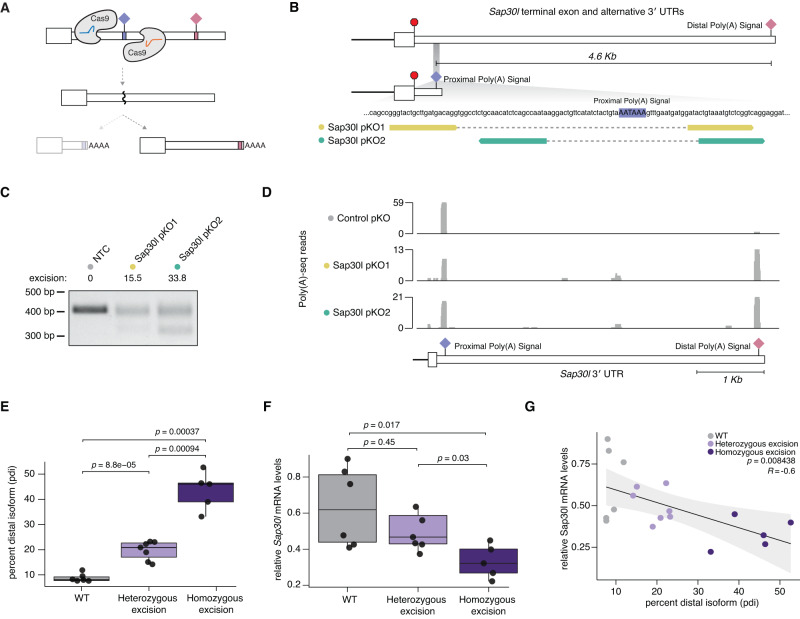
A CRISPR-Cas9 paired-guide RNA strategy can force targeted distal poly(A) site usage. **A** Schematic of CRISPR-Cas9 paired-guide RNA (pgRNA) approach to excise proximal poly(A) sites and force use of distal poly(A) sites. **B** Diagram of *Sap30l* terminal exon with two distinct 3′ UTRs which vary depending on use of a proximal or distal poly(A) signal. Schematic of two distinct sets of proximal poly(A) KO (pKO) pgRNAs designed to delete the proximal poly(A) signal in *Sap30l*, annotated as *Sap30l* pKO1 and pKO2. **C** Genotyping PCR of polyclonal B16-F10 Cas9-expressing cells treated with a non-targeting control (NTC) or one of two distinct *Sap30l* pKO pgRNAs, with the calculated percent of signal showing DNA excision (representative gel from *n* = 3 biological replicates). **D** Read coverage plots of Poly(A)-seq completed for Cas9-expressing B16-F10 cells treated with either a control pgRNA (gray), *Sap30l* pKO1 (green), or *Sap30l* pKO1 (blue). Schematic illustrates the *Sap30l* terminal exon and 3′ UTR with the annotated poly(A) signal sequences (PAS). **E** Box plots of the percent distal isoform (pdi) usage per cell line quantified from the nested RT-PCR of the *Sap30l* 3′ UTR for each monoclonal cell line grouped by genotype (WT, heterozygous or homozygous deletion of the proximal poly(A) signal). Data reflects six, seven, and five distinct monoclonal lines with wild-type, heterozygous, or homozygous deletion of the proximal poly(A) signal sequence, respectively. *P* value from a two-sided Wilcoxon rank-sum test. **F** Box plots of *Sap30l* mRNA abundance per cell line measured by q-RT-PCR for each monoclonal cell line grouped by genotype (WT, heterozygous or homozygous deletion of the proximal poly(A) signal). Data reflects six, seven, and five distinct monoclonal lines with wild-type, heterozygous, or homozygous deletion of the proximal poly(A) signal sequence, respectively. *P* value from a two-sided Wilcoxon rank-sum test. **G** Scatter plot and Pearson correlation of *Sap30l* percent distal isoform usage versus *Sap30l* mRNA abundance. Gray error band represents 95% confidence interval. *P* value from a Pearson correlation.

### High-throughput functional screening identifies alternative polyadenylation that regulates murine melanoma growth in vitro and in vivo

To test if APA is functionally relevant in melanoma, we utilized the CRISPR-Cas9-based approach to manipulating endogenous poly(A) site selection to create a multiplexed genetic screen. We designed a custom pgRNA library targeting 143 proximal polyadenylation signal sequences that we identified as cancer-associated from our genomic analyses (Supplementary Fig. 5A; Supplementary Data File 4). 

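Of the screen's mouse targets with changed distal use, most were shortened in B16-F10 cells. Of 107 genes targeted from the mouse Poly(A)-seq data, 106 had enough reads, and 48 were shortened, 7 lengthened and 51 not called at an adjusted p under 0.05 from edgeR (75 shortened and 16 lengthened adjusted over the list alone). In 84 of the 106 the log2 change was below 0. Mul1, a mitochondrial ubiquitin ligase, had 63.2% ± 11.8 (SD, n = 6) distal reads in B16-F10 and 87.2% ± 7.67 (SD, n = 6) in Melan-A. Vamp5, a vesicle membrane protein, had 25.7% ± 4.47 against 55.8% ± 13.1, a log2 change of -1.91 (SE 0.31, adjusted p = 1.2e-04 from edgeR). Prelp, a protein of the extracellular matrix, had 35.1% ± 16.5 against 65.6% ± 5.05. Oxct1, an enzyme of ketone body use, was among the lengthened, with 97.4% ± 1.34 against 93.9% ± 3.002. By their 3′ UTR reads, the targets Sema3b, a secreted semaphorin, and Scarb2, a lysosomal receptor, fell by 2.19 and 2.00 on the log2 scale. Calls were more frequent among these targets than among other genes, 51.9% against 7.46% (Fisher's exact test, odds ratio 13.4, p = 4.8e-32). The study chose the targets on these libraries, so this count is not independent evidence.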

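Targets that the study's library table assigns to its human melanoma data mostly had no call in the mouse libraries. Egln1, the oxygen sensor that marks HIF proteins for degradation, was not tested: it had 99.2% ± 0.679 (SD, n = 6) distal reads in B16-F10 and 99.4% ± 1.05 (SD, n = 6) in Melan-A, with 6 and 3 proximal reads in all. Of 36 such targets, 35 had a gene in the tables, 22 of these had enough reads, and 21 of the 22 were not called at an adjusted p under 0.05 from edgeR (1 lengthened and 0 shortened adjusted over the list alone). In 11 of the 22 the log2 change was below 0. The share called, 4.55%, did not differ detectably from the 7.47% of genes that are not targets (Fisher's exact test, p = 1). With only 22 genes the test could not have shown a lower share, so it does not decide whether the shares differ. The proximal site of Egln1 in the authors' table of candidate sites is on the minus strand of chromosome 8 of GRCm38 at 124910211 (124910236, which is 25 bases before it, in their library table), in the last exon and 497 bases past the stop codon. An ATTAAA signal lies at 124910233 to 124910238, 27 bases before it, within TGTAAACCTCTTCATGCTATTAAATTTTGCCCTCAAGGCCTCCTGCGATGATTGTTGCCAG (124910196 to 124910256, 5′ to 3′ of the transcript).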

Approximately 25% of these APA events were dysregulated in both human and mouse melanoma (36 targets), while 75% were specific to mouse melanoma (107 targets) (Supplementary Fig. 5B). We created downloadable BED files to visualize pgRNA library design alongside the Poly(A)-seq data from B16-F10 and Melan-A cells that we used to select targets (Supplementary Fig. 6A, B). The final library comprises 8–10 unique targeting pgRNAs per proximal poly(A) signal, 150 positive control pgRNAs designed to knock out 15 distinct genes including core essential genes and tumor suppressor genes as negative and positive controls, respectively, and 150 negative control pgRNAs targeting proximal polyadenylation signals in genes that are not expressed in B16-F10 cells. We included ample negative control pgRNAs in order to allow for accurate determination of empirical false discovery rates (FDRs) and robust statistical significance testing (Supplementary Fig. 5B)^30^. The resulting targeting, positive control, and negative control pgRNAs each have similar distributions of on- and off-target scores relative to pgRNA libraries that we and others have previously used for functional interrogation of tumorigenesis (Supplementary Fig. 5C, D)^30,31^. We then cloned this library of 1718 unique pgRNAs via oligo array cloning as previously described^32^ and confirmed excellent library diversity with next-generation sequencing of the final plasmid pool (Supplementary Fig. 5E, F).

We used this library to identify APA that influenced tumor growth by performing paired in vitro and in vivo screens in B16-F10 cells (Fig. 4A). In brief, we infected Cas9-expressing B16-F10 cells with the lentiviral library at an MOI of 0.2. 24 h later, we added 0.5 µg/mL puromycin, which we left for 2 days, and then cultured for one more day in puromycin-free media. We then split the cells into 8 replicates. For each replicate, we collected a day 0 fraction, plated 500,000 cells for culturing in vitro, or subcutaneously injected 500,000 cells into a mouse flank for tumor growth in vivo. After 20 days of monitored growth, cells and tumors were harvested, and total genomic DNA (gDNA) was extracted using established methods^33^. gDNA from the plasmid pool, day 0 time points, and day 20 in vitro *and* in vivo time points was then PCR amplified and subjected to next-generation sequencing with ~2500-fold coverage per pgRNA.

**Fig. 4:**
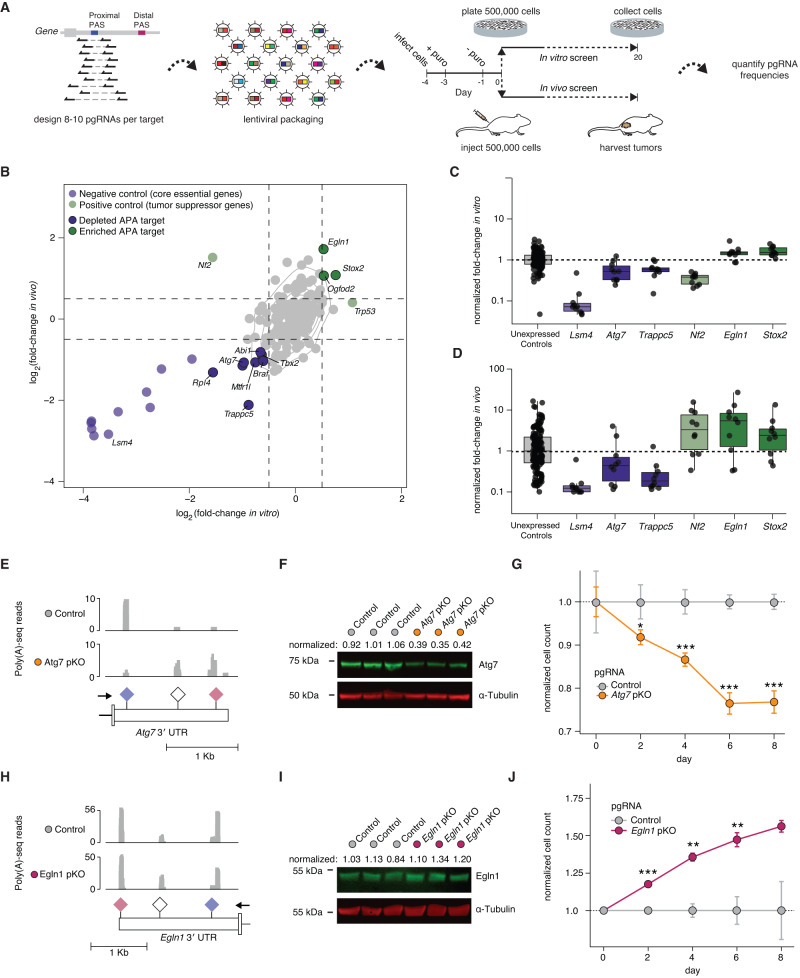
A high-throughput functional CRISPR-Cas9 screen reveals APA events that influence melanoma growth. **A** Schematic of CRISPR-Cas9 pgRNA library design (8–10 pgRNAs per target), cloning and paired in vitro and in vivo screen format, and timing. **B** Mean log_2_ (fold-change) of all pgRNAs targeting a specific gene or proximal poly(A) site normalized to negative control pgRNAs targeting proximal poly(A) sites of unexpressed genes for paired in vitro and in vivo screens in Cas9-expressing B16-F10 cells (*n* = 8 biological replicates). Black outlines, significantly enriched (green) or depleted (purple) proximal poly(A) targets. No outlines, positive (light green) and negative (light purple) control genes. Dashed lines indicate a log_2_(fold-change) of 0.5 and −0.5, respectively for in vitro (vertical) and in vivo (horizontal) data. **C** Log fold-changes associated with the indicated targets. Each point, reflects the mean value of a single pgRNA across *n* = 8 biological replicates. Dashed line indicates a normalized fold-change of 1. **D** As (C), but in vivo. Dashed line indicates a normalized fold-change of 1. **E** Read coverage plots of Poly(A)-seq data for Cas9-expressing B16-F10 cells treated with either a control pgRNA (gray) or *Atg7* pKO1 (orange). Schematic shows the *Atg7* terminal exon and 3′ UTR with the annotated poly(A) signal sequences (PAS). **F** Western blot of lysates from Cas9-expressing B16-F10 cells treated with a control pgRNA or *Atg7* pKO pgRNA. ATG7 protein level normalized to alpha-tubulin control. **G** In vitro cell growth of Cas9-expressing B16-F10 cells treated with a control pgRNA or *Atg7* pKO pgRNA measured by CellTiter-Glo. Measurement is average of three experimental replicates +/- S.E.M. Significance denoted as *p < 0.05, **p < 0.01 or ***p < 0.001 using a two-sided Student’s *t* test (exact *p* values 0.023, 0.00011, 9 × 10^−8^, and 0.00096). **H** As (**E**), but for *Egln1* and *Egln1* pKO1. **I** Western blot of lysates from Cas9-expressing B16-F10 cells treated with a control pgRNA or *Egln1* pKO pgRNA. Egln1 protein level normalized to alpha-tubulin control. **J** In vitro cell growth of Cas9-expressing B16-F10 cells treated with a control pgRNA or *Egln1* pKO pgRNA measured by CellTiter-Glo. Measurement is the average of three experimental replicates +/- S.E.M. Significance denoted as *p < 0.05, **p < 0.01 or ***p < 0.001 using a two-sided Student’s *t* test (exact *p* values 0.0005, 0.0011, 0.0079, and 0.059).

We performed enrichment analysis and FDR computation using our previously described statistical framework^30^. In brief, we normalized the fold-changes relative to day 0 for a given replicate such that the median of all pgRNAs targeting poly(A) sites in unexpressed genes was equal to 1 and pooled computed fold-changes across all replicates for a given condition to maximize statistical power (Supplementary Data File 5). We then calculated a *p* value for significant enrichment/depletion associated with each poly(A) site target by comparing the distribution of fold-changes for all pgRNAs targeting that poly(A) site to the distribution of pgRNAs targeting poly(A) sites in unexpressed genes. We computed empirical FDRs for each targeted poly(A) site using a subsampling procedure across negative control pgRNAs targeting unexpressed genes (*n* = 10,000 samples).

Both positive and negative control pgRNAs performed as expected in vitro and in vivo (Fig. 4B–D; Supplementary Fig. 7A–C). pgRNAs designed to knock out genes that are essential for tumor growth exhibited marked depletion, while pgRNAs designed to delete proximal polyadenylation sites of unexpressed genes exhibited negligible enrichment or depletion, with 96.0% or 96.7% of pgRNAs falling within two standard deviations of the median fold-change for our in vitro and in vivo experiments, respectively (Fig. 4C, D; Supplementary Fig. 7A–E). In contrast, numerous pgRNAs targeting proximal polyadenylation sites of expressed genes exhibited significant enrichment or depletion, with deletion of some proximal polyadenylation sites associated with alterations in B16-F10 cell growth in vitro and in vivo of similar magnitudes to positive controls (Fig. 4C, D).

We next validated two particularly striking hits that emerged from our screen. pgRNAs targeting the proximal polyadenylation sites of *Atg7* and *Egln1* were strongly depleted and enriched, respectively, both in vitro and in vivo. We introduced individual pgRNAs targeting these polyadenylation sites into Cas9-expressing B16-F10 cells and systematically profiled polyadenylation site selection, protein levels, and effects on cell growth. All experiments were performed in comparison to Cas9-expressing B16-F10 cells transduced with a pgRNA targeting a poly(A) site in the unexpressed gene *Crabp1*, which was selected as a negative control because its normalized fold-change in the screen was close to the median of all control pgRNAs targeting poly(A) sites within unexpressed genes. These experiments confirmed that poly(A) site knock out (pKO) pgRNAs targeting *Atg7* and *Egln1* induced significant increases in use of the distal polyadenylation sites, as intended (Fig. 4E, H). pKO pgRNA treatment significantly reduced ATG7 protein levels but was associated with only modest alterations in EGLN1 protein levels (Fig. 4F, I). Introduction of pKO pgRNAs to force use of distal polyadenylation sites in *Atg7* and *Egln1* recapitulated the in vitro growth phenotypes observed in the screen format (Fig. 4G, J). Overall, these data demonstrate that multiplexed pgRNA screening effectively nominates specific APA events that influence melanoma cell growth both in vitro and in vivo.

### A long *Atg7* 3′ UTR suppresses murine melanoma growth in vitro and in vivo

We selected *Atg7* for additional studies due to its significant depletion both in vitro and in vivo. We performed a rescue experiment to confirm that reduced levels of the short *Atg7* isoform were responsible for the reduced cellular growth that we observed in our *Atg7* pKO B16-F10 cells (Fig. 4G) by expressing transgenic *Atg7* mRNA in the *Atg7* pKO background and measuring cell growth. We generated a cDNA construct harboring the *Atg7* coding sequence and the endogenous short *Atg7* 3′ UTR sequence as well as 200 nucleotides downstream of the poly(A) signal sequence (Supplementary Fig. 8A). We additionally generated a construct with the *Atg7* coding sequence and an SV40 poly(A) signal. Stable integration and expression of either construct in the *Atg7* pKO background restored ATG7 protein levels and rescued the cellular growth phenotype observed in *Atg7* pKO cells (Supplementary Fig. 8B, C). We observed rescue of cell growth for both constructs (with the endogenous short *Atg7* 3′ UTR and with the SV40 poly(A) signal), suggesting that decreased ATG7 protein levels, rather than low levels of the short *Atg7* 3′ UTR-containing mRNA itself, underlies the reduced growth characteristic of *Atg7* pKO cells.

To further characterize differences between the *Atg7* short and long 3′ UTR isoforms, we completed an Actinomycin D time course to assess mRNA stability of the respective mRNAs. We found that the percent of all *Atg7* mRNA utilizing the long isoform decreased relative to the fraction of total *Atg7* mRNA across the Actinomycin D treatment time course (Fig. 5A, B). These data demonstrate that the *Atg7* mRNA utilizing the long 3′ UTR is less stable than the *Atg7* mRNA utilizing the short 3′ UTR, likely explaining at least in part the reduced protein levels we observed in B16-F10 *Atg7* pKO cells (Fig. 4F).

**Fig. 5:**
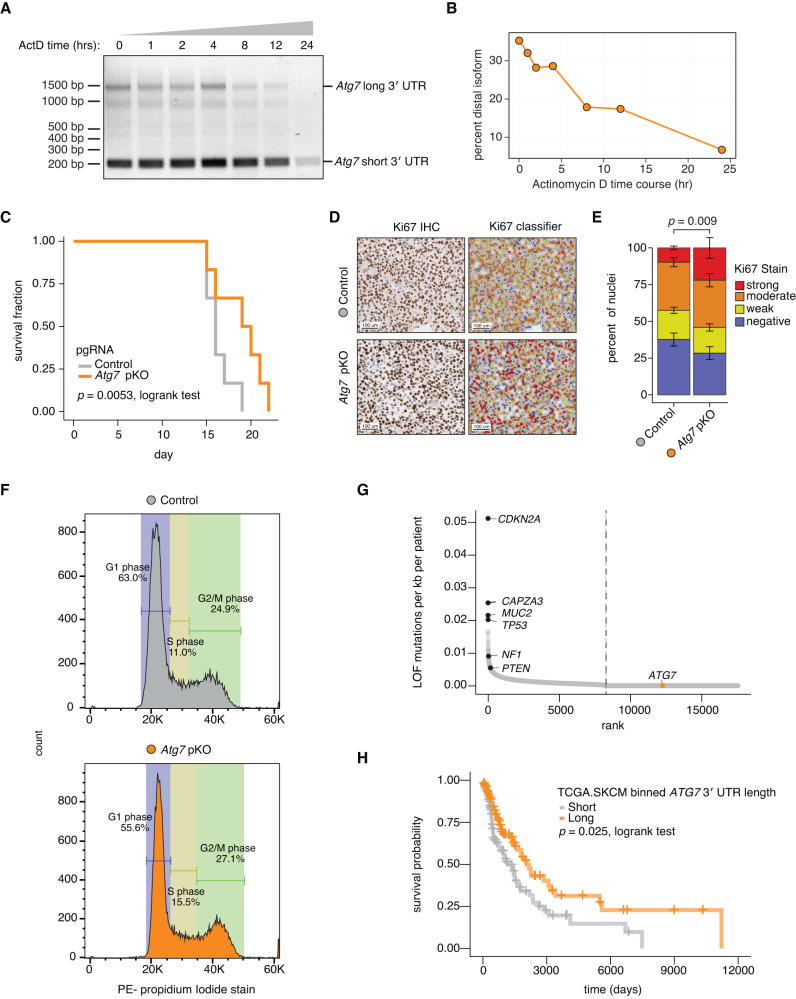
*Atg7* alternative poly(A) site selection alters melanoma cell growth in vitro and in vivo. **A** Nested RT-PCR of the *Atg7* 3′ UTR in Cas9-expressing B16-F10 cell lines treated with 1 µg/mL Actinomycin D to inhibit transcription. Expected *Atg7* 3′ UTR size when utilizing the proximal poly(A) site (short) or the distal poly(A) site (long) are indicated. Representative gel from *n* = 2 biological replicates. **B** Quantification of the percent distal isoform from (A). Gel intensities quantified using FIJI. **C** Survival data from a cohort of C57BL/6 mice injected with Cas9-expressing B16-F10 cells treated with a control pgRNA targeting the poly(A) site of an unexpressed gene (control) or an *Atg7* pKO pgRNA (*n* = 6 mice, 12 tumors, per condition). **D** Left, representative immunohistochemistry images of control or *Atg7* pKO pgRNA tumor sections stained for Ki67. Right, images with nuclei classified using HALO as negative (blue), weak (yellow), moderate (orange) or strong (red) staining. **E** Stacked bar plot quantifying data from (D). *n* = 4 images from 4 distinct tumors per genotype. For each image, the entire slide is processed, only excluding areas if they are easily discernible as non-tumor tissue. *P* value calculated with a two-sided binomial proportion test. **F** Representative flow cytometry histograms of Cas9-expressing B16-F10 cells treated with a control or *Atg7* pKO pgRNA cells stained with propidium iodide and then analyzed using Dean-Jett-Fox classification for cell cycle stage from FlowJo v10. **G** Rank order plot of loss-of-function (LOF) mutations normalized per kilobase per patient detected in genomic DNA sequencing from TCGA cutaneous melanoma cohort (*n* = 424 patients). Vertical dashed line, point at which all remaining ranked genes have no detected LOF mutations. **H** Kaplan–Meier analysis of progression-free survival in TCGA cutaneous melanoma cohort for patients binned into terciles based on *ATG7* 3′ UTR length. *P* value from a two-sided logrank test.

We then sought to replicate the in vivo growth phenotype observed in the CRISPR screen for *Atg7* pKO cells in focused assays. Cas9-expressing B16-F10 cells were treated with either a pKO pgRNA targeting *Atg7* or a control pgRNA targeting a poly(A) site in an unexpressed gene, and then engrafted into C57BL/6 mice. Consistent with results from the multiplexed screen, *Atg7* pKO tumors exhibited reduced growth in vivo, leading to significantly prolonged host survival using Kaplan–Meier survival analysis (*p* = 0.0053) (Fig. 5C; Supplementary Fig. 9A, B).

We next sought to understand the molecular consequences of *Atg7* APA. Autophagy related protein 7, ATG7, is considered a critical protein for autophagosome formation and function, and loss of ATG7 protein inhibits autophagy^34^. We therefore investigated the consequences of *Atg7* APA for autophagy. Complete *Atg7* knock out and consequent loss of ATG7 protein caused a significant increase in p62 protein levels, as expected (Supplementary Fig. 10A). In contrast, treating cells with an *Atg7* pKO pgRNA to force distal polyadenylation site usage did not cause detectable deficits in autophagy at baseline or following exposure to serum and amino acid starvation, measured by both p62 accumulation and a flow cytometry-based LC3-GFP-mCherry reporter (Supplementary Fig. 10A–E)^35^. These results are distinct from a previous study reporting that *ATG7* 3′ UTR lengthening was associated with autophagy inhibition in pro-B cells, a difference that may be attributable to cell type-specific effects or that study’s reliance on KD of all ATG7 isoforms for functional studies rather than specific manipulation of poly(A) site usage^36^. Although forcing distal polyadenylation site usage reduced ATG7 protein levels by ~60% (Fig. 4F; Supplementary Fig. 10A), we detected none of the autophagy impairment that was readily apparent upon *Atg7* KO, highlighting the utility of directly manipulating poly(A) site usage for functional inference.

We next performed immunohistochemistry (IHC) for the Ki67 proliferation marker on control and *Atg7* pKO tumors. Although *Atg7* pKO tumors grew slower (Fig. 5C; Supplementary Fig. 9A, B), they exhibited a significantly higher fraction of nuclei with moderate and strong Ki67 staining relative to control tumors (Fig. 5D, E; Supplementary Fig. 9C, D). The levels of Ki67 fluctuate significantly throughout the cell cycle, with RNA and protein levels rising through S phase and peaking in G2/M phase^37^. We therefore performed cell cycle analysis with propidium iodide staining and found that *Atg7* pKO increased the fraction of B16-F10 cells in S phase and G2/M phase. These altered cell cycle kinetics are consistent with the increased Ki67 staining intensity observed by tumor IHC and concordant with a previous study demonstrating that *ATG7* KD by siRNA in human bladder cancer cells increased the fraction of cells in S phase and G2/M phase (Fig. 5F; Supplementary Fig. 9E, F)^38^.

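Mouse Atg7, the E1-like enzyme that activates the ubiquitin-like proteins of autophagosome formation, used its proximal poly(A) site more in B16-F10 than in Melan-A cells. Distal reads were 30.8% ± 6.53 (SD, n = 6) in B16-F10 and 48.6% ± 7.54 (SD, n = 6) in Melan-A. The totals were 110 distal and 253 proximal reads in B16-F10 and 199 distal and 210 proximal reads in Melan-A, or 49 to 74 reads per library. The log2 change of distal over proximal reads was -1.11 (SE 0.29, adjusted p = 0.0137 from edgeR). The highest B16-F10 library, 43.1%, overlaps the lowest Melan-A library, 42.6% (exact permutation test, p = 0.00433). Distal reads fell by 1.07 on the log2 scale and proximal reads differed by 0.03, and the summed reads were also lower in B16-F10, at 50.9 ± 6.13 against 69.2 ± 6.72 CPM (log2 change -0.44, SE 0.12, adjusted p = 0.00420 from edgeR). Atg7 (ENSMUSG00000030314.16) lies on the plus strand of chromosome 6 of GRCm38 from 114643097 to 114860614. The proximal site in the authors' table of candidate sites is at 114859223 (114859198, which is 25 bases before it, in their library table), in the last exon, 200 bases past the stop codon and 1381 bases before the end of the RefSeq 3′ UTR, which runs from 114859024 to 114860604. No AATAAA or ATTAAA stands in the 45 bases before it, in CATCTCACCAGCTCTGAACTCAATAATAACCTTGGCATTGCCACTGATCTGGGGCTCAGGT (114859178 to 114859238). Vgll4 is annotated on the opposite strand within 5000 bases. Human cells were not analysed here.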

*Atg7* undergoes APA in both mouse and human cells, raising the possibility that *ATG7* 3′ UTR length could influence human melanoma growth just as it does mouse melanoma. We first assessed mutation status of *ATG7* across the 424 patients in TCGA’s melanoma cohort. No nonsense, frame-disrupting, or recurrent missense mutations were observed across this cohort, confirming that *ATG7* is not a common mutational target in clinical melanoma (Fig. 5G). We then performed Kaplan–Meier survival analysis after stratifying these 424 cutaneous melanoma patients by *ATG7* 3′ UTR length. We observed that patients whose tumors expressed a longer *ATG7* 3′ UTR exhibited significantly better progression-free survival, consistent with our finding that forcing long *Atg7* 3′ UTR usage slowed mouse melanoma growth (Fig. 5H). Given this strong association between *ATG7* APA and survival that we observed in both mouse and clinical human cancer, it is interesting to speculate that *ATG7* APA provides a post-transcriptional mechanism by which cancers may regulate ATG7 protein levels to influence their growth even in the absence of *ATG7* mutations.

## Discussion

Dysregulated alternative polyadenylation is a pervasive feature of most cancers, and thousands of cancer-associated APA events have been identified. However, very few of these APA events have been functionally studied or linked to cancer phenotypes. Here, we describe a high-throughput, in vivo screening platform to interrogate the functional roles of individual APA events in cancer and identify APA isoforms which enhance or reduce tumor growth in an immunocompetent mouse model. Our study systematically reveals individual APA events that play a causative, rather than simply a correlative, role in influencing key cancer phenotypes.

We primarily focused on APA events whose modulation was associated with notable effects on tumor growth. However, it is interesting to note that most APA events queried in our screen were not associated with detectable alterations in tumor cell growth either in vitro or in vivo. Although we cannot rule out the possibility that such negative results arise from ineffective pgRNA targeting and APA modulation, this seems unlikely given the relatively high efficiency of APA modulation that we observed even in polyclonal settings for all APA events that we studied individually. These data therefore suggest that many APA events have modest or no effects on tumor growth kinetics in our system and therefore either alter other facets of tumorigenesis or are bystander events of low functional relevance. This dichotomy, where some APA events play critical functional roles and others do not, may help to resolve the ongoing controversy regarding the likely functional relevance of most APA^12,14^. In either case, our data highlight the utility of high-throughput screens for identifying functionally relevant events for detailed study.

It is important to note that our in vivo studies focused on determining of how APA modulation altered tumor cell growth, which is only one of many important cancer phenotypes that influence patient prognosis. For example, overall survival is frequently strongly associated with metastasis, which our assays did not measure. A natural and important extension of the current study would be to determine how cancer-specific APA influenced tumor cell dissemination.

We utilized the CRISPR-Cas9 pgRNA system for endogenous APA modulation because it has been extensively tested and validated^26–29^. Future studies of APA may take advantage of the diverse other genome editing technologies that are now amenable to high-throughput screens. For example, dead Cas9 (dCas9) targeted downstream of the poly(A) signal has been used to enhance proximal poly(A) site selection^39^, providing a useful counterpart to the suppression of poly(A) site use via pgRNAs that we relied upon. A fusion of the RNA-targeting dead Cas13b with adenosine deaminase 2 (ADAR2) can specifically modify adenosine residues in RNA^40^ and as such could potentially be used to disrupt the A-rich canonical polyadenylation signal sequences AATAAA and ATTAAA, thereby allowing for functional manipulation of poly(A) sites at the level of RNA, rather than DNA.

Although we focused on cancer in the current study, we speculate that high-throughput functional interrogation of APA will prove equally fruitful in other biological contexts. For example, embryonic development and tissue differentiation^41,42^ display coordinated, temporal regulation of poly(A) site selection, while poly(A) site selection is globally dysregulated in many genetic diseases, including Oculopharyngeal Muscular Dystrophy and Duchenne Muscular Dystrophy^43,44^. Targeted sequencing has cataloged thousands of context-specific APA alterations in these and other systems, the vast majority of which have never been functionally studied. High-throughput manipulation of endogenous poly(A) site selection offers an efficient way to bridge the gap between APA identification and functional understanding.

## Methods

### Animal use

All animal work and procedures were completed in accordance with the Guidelines for the Care and Use of Laboratory Animals and approved by the Fred Hutchinson Cancer Center Institutional Animal Care and Use Committee. Six-week-old C57BL/6 male mice were obtained from the Jackson Laboratory for all animal experiments listed here. Animals were housed for 1 week prior to initiation of any experiments in line with IACUC guidance.

### Cell lines and culture

B16-F10 cells were obtained from ATCC (CRL-6475) and cultured per the manufacturer’s instructions. Cell lines tested negative for mycoplasma contamination. Cell lines were authenticated via RNA-seq expression profiling. B16-F10 cells were also spot checked as they express melanin and cell pellets are black (no other cell lines in use are black when pelleted). The Melan-A cell line was obtained from the Wellcome Trust Functional Genomics Cell Bank and cultured per their instructions^24^. B16-F10 cells were infected at 0.3 MOI with Cas9 lentivirus (Addgene 52962-LV) and selected with 2 ug/mL Blasticidin for 7 days. Polyclonal cells were then single cell sorted, and individual clones were assessed for on-target editing efficiency, all subsequent CRISPR assays were completed with this B16-F10 Cas9 clone with the highest editing rate.

### Poly(A)-Seq library preparation

RNA was isolated from cell pellets with the Direct-zol RNA MiniPrep kit (Zymo Research). Protocol was adapted from Derti et al.^1^. In brief, 5 µg of RNA was heated at 65° for 2 min and then placed on ice. Poly(A) selected mRNA was isolated using DynaBeads (ThermoFisher 61006) per the manufacturer’s instructions. 1st strand cDNA synthesis using SuperScript IV Reverse Transcriptase (ThermoFisher 18090010) and the primer RKB4087 (a modified oligo d(TVN) primer) to generate cDNA reads which begin synthesis just before the poly(A) tail. This mixture was then purified using a 2x SPRI bead clean up and then followed by 2nd strand synthesis and then a 1x SPRI bead clean up. This cDNA library was then subject to PCR (NEBNext High Fidelity 2x Master Mix) and primers RKB4089 (universal primer) and RKB4090-RKB4101 (indexed primers). Specific primer sequences are listed in Supplementary Data 6. The final libraries generate a broad range of fragment sizes, as such we gel extracted libraries from a 2% agarose gel corresponding to 300–500 bp size. Following extraction and purification, library size was analyzed with a 4200 TapeStation System before sequencing.

### RNA-seq library preparation

RNA was isolated from cell pellets with the Direct-zol RNA MiniPrep kit (Zymo Research). Poly(A)-selected, unstranded Illumina libraries were prepared following the TruSeq protocol per the manufacturer’s instructions. Library size and distribution was analyzed with a 4200 TapeStation System before sequencing on an Illumina HiSeq as 2 × 50 bp to obtain ~40 million reads per sample.

### RNA-seq and Poly(A)-seq data analysis

RNA-seq was analyzed as previously described^45^. RNA-seq reads were mapped to an annotated transcriptome created using Ensembl 71^45,46^, UCSC knownGene^47^ and Misov2.0^48^ annotations using RSEM version 1.2.4^49^ (modified to call Bowtie^50^ with option ‘-v 2’). Unaligned reads were then mapped to the corresponding genome (hg19/GRCh37 assembly, mm10/GRCmc38 assembly) and a database containing all possible pairings of 5’ and 3′ splice sites per gene in our merged transcriptome annotation using TopHat version 20.8b^51^. Mapped reads were then merged and input into MISO v2.0. For TCGA studies, we analyzed 9045 available samples across 29 cancer types.

For Poly(A)-seq, data was mapped similarly but in a stranded fashion. BAM files were input into the APAlyzer package in R^23^ and the gene level log_2_(distal reads/proximal reads) was computed per sample for each respective strand.

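The forward table holds the sense reads of genes on the plus strand and the reverse table those of genes on the minus strand. Among genes with at least 120 reads, the median gene had 95.1% of its reads in the forward table if annotated on the plus strand, and 96.1% in the reverse table if on the minus strand. Over all genes, 13.5% of reads lay on the strand opposite to the gene they were counted for, 16.6% for plus-strand and 10.8% for minus-strand genes. The share was 14.1% ± 0.768 (SD, n = 6) in B16-F10 libraries and 12.7% ± 1.20 (SD, n = 6) in Melan-A libraries. When both tables were fitted, 476 opposite-strand entries had enough reads and 32 were called by edgeR, 14 lengthened and 18 shortened. Among these, the opposite-strand reads of Clstn1, where Pik3cd is annotated, had a log2 change of 4.06 (SE 0.40, adjusted p = 1.3e-08 from edgeR), and those of Mgrn1, where Anks3 is annotated, one of 2.91 (SE 0.37, adjusted p = 2.4e-06 from edgeR). Of the study's 256 candidate sites, 183 carry the authors' call, 175 from the table of the gene's own strand and 8 from the opposite one. The genes of those 8 are Shmt2, Usp14, Rhoq, Ube3c, Ran, Set, Pabpn1 and Marcks, and the first 4 of them are targets of the screen.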

### Survival analyses

Cancer type abbreviations are the same as TCGA standards (https://gdc.cancer.gov/resources-tcga-users/tcga-code-tables/tcga-study-abbreviations). Survival analyses were completed with the Kaplan–Meier estimator and statistical test were performed with a logrank test (R package survival). Stratification per cancer subtype was completed for Fig. 1b, Supplementary Figs. 1A–C and 2A–F by computing the median 3′ UTR length per sample and dividing each cancer subtype into terciles (short, medium and long) and comparing the short (≤33%) vs long (≥66%) bins. Gene level 3′ UTR measurements were downloaded from a previously published database^52^ or computed using the APAlyzer package in R^23^.

For Fig. 5F, patients from the TCGA SKCM cohort were stratified based on the ATG7 3 UTR length per sample, again into terciles and downstream analyses were performed identically as described above.

### pgRNA library construction and cloning

Target genes selected from the Poly(A) sequencing and TCGA SKCM analysis were largely selected based on manual inspection of BAM coverage plot quality. For each gene, the most utilized APA sites within the 3′ UTR were identified from PolyA-DB, filtered based off number of tissues where a particular APA site is utilized and the fraction of samples it has been detected in^23^. Of those Poly(A) sites, the most proximal site was selected for targeting. The 100 base-pairs up and downstream of the given poly(A) site were selected as the genomic window wherein all possible gRNAs were generated using Guidescan Version 1.0^53^. The downloaded gRNAs were then identified as up or downstream of the poly(A) signal (PAS), and then the guides were combined in a pairwise fashion to generate all possible pgRNAs which disrupt the poly(A) signal sequence. For each target we excluded gRNAs with more than two two-nucleotide off-target sites, more than thirty three-nucleotide off-target sites or an on-target editing efficiency of less than thirty according to Rule Set 2 scoring^54^. All input target sites were then filtered to only include targets with at least eight pgRNAs. For sites with more than ten possible pgRNAs, pgRNAs were ranked based first on targeting efficiency and then specificity to select the ten pgRNAs to be utilized in the library. This same process was used to generate all possible pgRNAs targeting highly utilized PAS sites of genes that are not expressed in B16-F10 or Melan-A cells. In this control library, 150 pgRNAs were selected randomly as controls to be included in the library, of note this random selection process was run several times until the distribution of control pgRNAs matched the true library in terms of efficiency and specificity. An additional 15 genes were included as growth controls based on previous literature, either core essential genes identified from DepMap or genes which promote more rapid B16-F10 cell growth in vivo identified by mining data generated from previous genome wide gene knock out CRISPR screens in B16-F10 cells^55^.

### gDNA PCR and on-target editing verification

gDNA was extracted using the DNeasy Blood and Tissue kit (Qiagen) per the manufacturer’s protocol. A window around the *Sap30l* proximal poly(A) site was selected to allow for simple detection of deletion by band separation on gel electrophoresis. PCR amplicons were then purified and submitted for AmpliconEZ sequencing (Azenta/Genewiz). Reads were trimmed, mapped and the fraction of reads with an intact or disrupted poly(A) signal sequence were identified using the CRISPresso2 software^56,57^. Specific primer sequences are listed in Supplementary Data 6.

### pgRNA screen

9 × 10^*7*^ Cas9 expressing B16-F10cells were infected at an MOI of 0.2. Twenty-four hours post infection, cells were then selected with 1 µg/mL Puromycin for 48 h. Remaining cells were then pooled and divided into eight replicates. 500,000 cells were isolated from each replicated and frozen as a time point 0. Of the remaining cells, 500,000 cells were then plated into 10 cm plates and another 500,000 cells were injected subcutaneously into C57BL/6 mice. Cells grown in culture were passed every 3–4 days, and tumors were monitored and then harvested when reaching 1.5 cm in any single dimension or after 20 days, whichever condition was met first. On the day a given tumor was harvested, digested and frozen, the corresponding cells growing in vitro were also frozen. gDNA was then extracted from all samples using previously published methods^33^, and quantified via Nanodrop. 1.5 µg of each sample was then utilized as input for PCR to amplify out integrated pgRNA constructs as previously described^30,31^. Final, purified libraries were then submitted for Next-Generation Sequencing using a custom approach performed as previously described.

### pgRNA sequencing and data analysis

Analyses were performed identically as previously described^30^. In brief, each read includes independent reads for gRNA1 and gRNA2 as well as an index read. Each gRNA was separately mapped to a database of pgRNAs using BowTie, and correct pairings were identified by ensuring gRNA1 and gRNA2 come from the same pgRNA, incorrect pairings were discarded. We generated a per pgRNA pseudocount which was added to the raw counts and served to regularize the fold-change computations so that they are proportional to the relative representation of each individual pgRNA in the library.

Fold-changes were then computed by comparing each time point to the counts at the day 0 time point. These fold-changes were then normalized so that the median of all pgRNAs targeting poly(A) sites in unexpressed genes (150 pgRNAs in total) was equal to 1. For each poly(A) site target or gene KO control target a *p* value was computed by comparing the distribution of normalized log_2_ fold-changes per pgRNA (8–10 per target) to the distribution of all 150 pgRNAs targeting poly(A) sites in unexpressed genes using a two-sided Wilcoxon rank-sum test. FDRs were computed by generating a distribution of fake target *p* values by randomly subsampling 10 pgRNAs from our control pgRNAs 10,000 times to estimate the distribution of expected *p* values. We then estimated FDR per real poly(A) site or gene KO target via the cumulative distribution function of the distribution of the fake target *p* values.

### In vitro validation studies

Cas9 expressing B16-F10 cells were grown in standard conditions and then transduced with lentivirus containing indicated pgRNAs and then selected in 1 µg/mL Puromycin for 72 h. For cell growth assays, 100,000 cells were plated into each well of a 24 well plate and 20% of the well was passaged every 2 days into a new 24 well plate. 100 µL of the remaining cell suspension was used as input for a CellTiter-Glo (ProMega Catalog Number G9242) assay performed per the manufacturer’s instructions.

### In vivo validation studies

Cas9 expressing B16-F10 cells were grown in standard conditions and then transduced with lentivirus containing indicated pgRNAs and then selected in 1 µg/mL Puromycin for 72 h. 5 × 10^6^ cells were then injected subcutaneously into each flank of adult male C57BL/6 mice, and monitored using calipers. Animals were euthanized when a tumor reached 1.5 cm in any dimension in accordance with IACUC guidelines, and no tumors ever exceeded this threshold in any dimension. Tumor material was isolated either for an archived flash frozen sample, fixed in 10% formalin at room temperature for histology studies or placed in TRIzol reagent (ThermoFisher 15596018) for subsequent RNA isolation.

### Immunohistochemistry

Tissues from tumors were processed, embedded and stained through the Fred Hutch Experimental Histopathology core. Mouse Ki-67 (CST Clone 12202 1:2000 dilution) staining was performed using a rabbit monoclonal antibody. Staining was performed with a BOND RX autostainer (Leica Biosystems) and images were then acquired with an Aperio ImageScope at 40x magnification (Leica Biosystems). Image analysis was completed using HALO Image Analysis software.

### RT-PCR analyses

RNA was isolated using the Direct-zol RNA MiniPrep (Zymo Research). SuperScript IV reverse Transcriptase was used to synthesize cDNA per the manufacturer’s instructions, but using a specific oligo d(TVN) primer to amplify the DNA directly upstream of the poly(A) tail (ThermoFisher Scientific). Nested RT-PCR was performed with a universal poly(A) tail primer and two gene specific primers to amplify the 3′ UTR. The final product visualized using agarose gel electrophoresis and band intensity quantification was performed with FIJI/ImageJ and reported as the percent distal isoform (pdi) defined as the percent of total signal arising from bands corresponding to distal poly(A) site use. For the Actinomycin D treatment time course, cells were plated and treated with 1 µg/mL Actinomycin D (Sigma-Aldrich A1410-2MG) for the indicated time frame, whereafter cells were harvested and RNA was isolated as described above. Specific primer sequences are listed in Supplementary Data 6.

### Western blotting

Total protein lysates were isolated in 1x RIPA buffer and quantified with the Pierce 660 nm Protein Assay Reagent. Total protein lysates were electrophoretically separated and then transferred onto a nitrocellulose membrane using the NuPAGE system (ThermoFisher Scientific). Each membrane was blocked for 1 h at room temperature and then probed with primary antibody diluted in a blocking buffer overnight at 4 °C. Atg7 (AbCam Ab133528, 1:1000), Egln1 (Cell-Signaling Technology D31E11, 1:1000), p62/Sqstm1 (AbCam Ab109012, 1:1000), and Alpha-tubulin (Sigma-Aldrich Clone DM1, 1:2000) primary antibodies were used. Anti-mouse or anti-rabbit IRDye (LI-COR Biosciences) secondary antibodies and the Odyssey CLx Imager (LI-COR Biosciences) were utilized for detection and imaging.

### Fluorescent LC3 reporter assay

The FUW mCherry-GFP-LC3 reporter plasmid was obtained from Addgene (Plasmid #110060) which was utilized to generate lentivirus in 293 T cells. B16-F10 Cas9-expressing cells were then infected and grown for 48 h. Cells were then plated and treated with standard DMEM with 10% FBS or Hanks Balanced Salt Solution for the indicated time. Following the time course all cells were washed 3x with PBS and then resuspended in 100 uL of PBS and stained with LIVE/DEAD Fixable Violet (ThermoFisher L34955) stain per the manufacturer’s instructions.

Cells were then passed through a 40-micron filter to generate a single cell suspension and then run on a BD FACSCelesta. Single cells were gated for live cells and then the individual GFP and mCherry signal were measured in the FITC and CF594 channels, respectively. Data were analyzed in FlowJo v10.

### Statistics and reproducibility

Statistical analyses were performed in the R with Bioconductor, and tables and plots were generated using dplyr^58^ and ggplot2^59^ packages. All cancer type abbreviations follow TCGA standards (https://gdc.cancer.gov/resources-tcga-users/tcga-code-tables/tcga-study-abbreviations). All box plots follow the same formatting, where the middle line indicates the median, the hinges represent the 25th and 75th percentile, notches indicate the 95% confidence interval, and whiskers represent the most extreme data point within 1.5x the interquartile range from hinge Sample sizes for in vivo validation experiments were based off power analysis to reliably detect a 25% reduction in tumor growth with greater than 90% confidence incorporating measured standard error rates from previous in vivo experiments^30^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

### Source data

Source Data

## Data Availability

Our proximal-Poly(A) KO (pKO) library has been deposited with Addgene (Pooled Library #81543 [https://www.addgene.org/Robert_Bradley/]). RNA-seq data generated as part of this study has been deposited in the Gene Expression Omnibus (accession number GSE212278). Gene-level 3′ UTR measurements for all TCGA samples were downloaded from http://tc3a.org^51^. Source data are provided with this paper. Data for Figs. 1–2, 4–5 and Supplementary Figs. 1–3, 5, 7–8 are included in Supplementary Data 1–5 and the Source Data file. All remaining data can be found in the Article, Supplementary and Source Data files. Source data are provided with this paper.

# Supplementary material for: Multiplexed screening reveals how cancer-specific alternative polyadenylation shapes tumor growth in vivo
**Source:** Nat Commun. 2024 Feb 1;15:959. doi: 10.1038/s41467-024-44931-x

Supplementary Information

SUPPLEMENTAL FIGURE 1

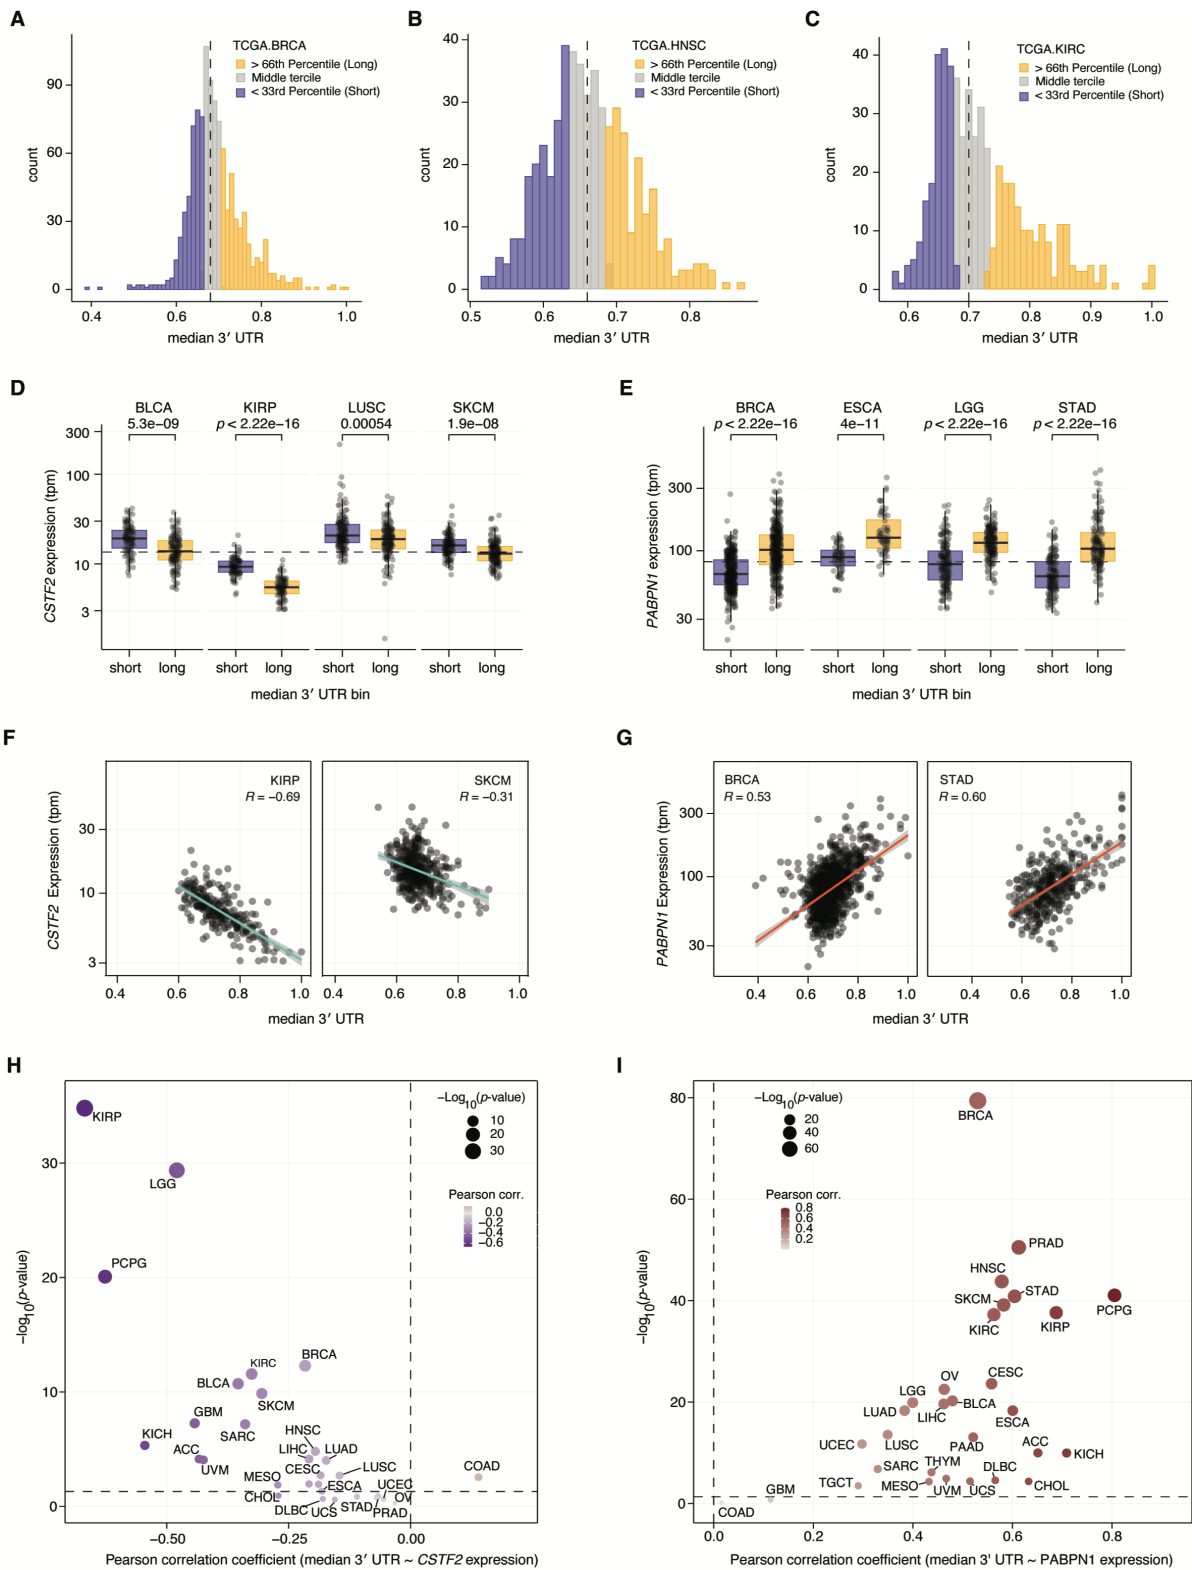

**Supplemental Figure 1. Median 3' UTR correlates with known global regulators of 3' UTR length.**

(A-C) Distributions and binning of median 3' UTR length for invasive breast carcinoma (A) (n = 730 RNA-seq samples), head and neck squamous cell carcinoma (B) (n = 374 RNA-seq samples), and kidney renal cell carcinoma (C) (n = 374 RNA-seq samples), calculated using the DaPars algorithm to quantify gene-level 3' UTR lengths per sample (15).

(D) Box plot comparing *CSTF2* expression (TPM) per median 3' UTR bin for four TCGA cancer subtypes, bladder urothelial carcinoma (BLCA), kidney renal papillary cell carcinoma (KIRP), lung squamous cells carcinoma (LUSC), and cutaneous melanoma (SKCM). *P* values calculated with a two-sided Wilcoxon rank-sum test.

(E) Box plot comparing *PABPN1* expression (TPM) per median 3' UTR bin for four TCGA cancer subtypes, invasive breast carcinoma (BRCA), esophageal carcinoma (ESCA), brain lower grade glioma (LGG), and stomach adenocarcinoma (STAD). *P* values calculated with a two-sided Wilcoxon rank-sum test.

(F) Scatter plots of median 3' UTR length versus *CSTF2* expression (TPM) per sample for two TCGA cancer subtypes, kidney renal papillary cell carcinoma (KIRP) and cutaneous melanoma (SKCM). *R* values from Pearson correlation.

(G) Scatter plots of median 3' UTR length versus *PABPN1* expression (TPM) per sample for two TCGA cancer subtypes, invasive breast carcinoma (BRCA) and stomach adenocarcinoma (STAD). *R* values from Pearson correlation.

(H) Volcano plot of the Pearson correlation per TCGA cancer subtype plotted against the  $-\log_{10}(p \text{ value})$  of that Pearson correlation coefficient for median 3' UTR length versus *CSTF2* expression (TPM).

(I) Volcano plot of the Pearson correlation per TCGA cancer subtype plotted against the  $-\log_{10}(p \text{ value})$  of that Pearson correlation coefficient for median 3' UTR length versus *PABPN1* expression (TPM).

SUPPLEMENTAL FIGURE 2

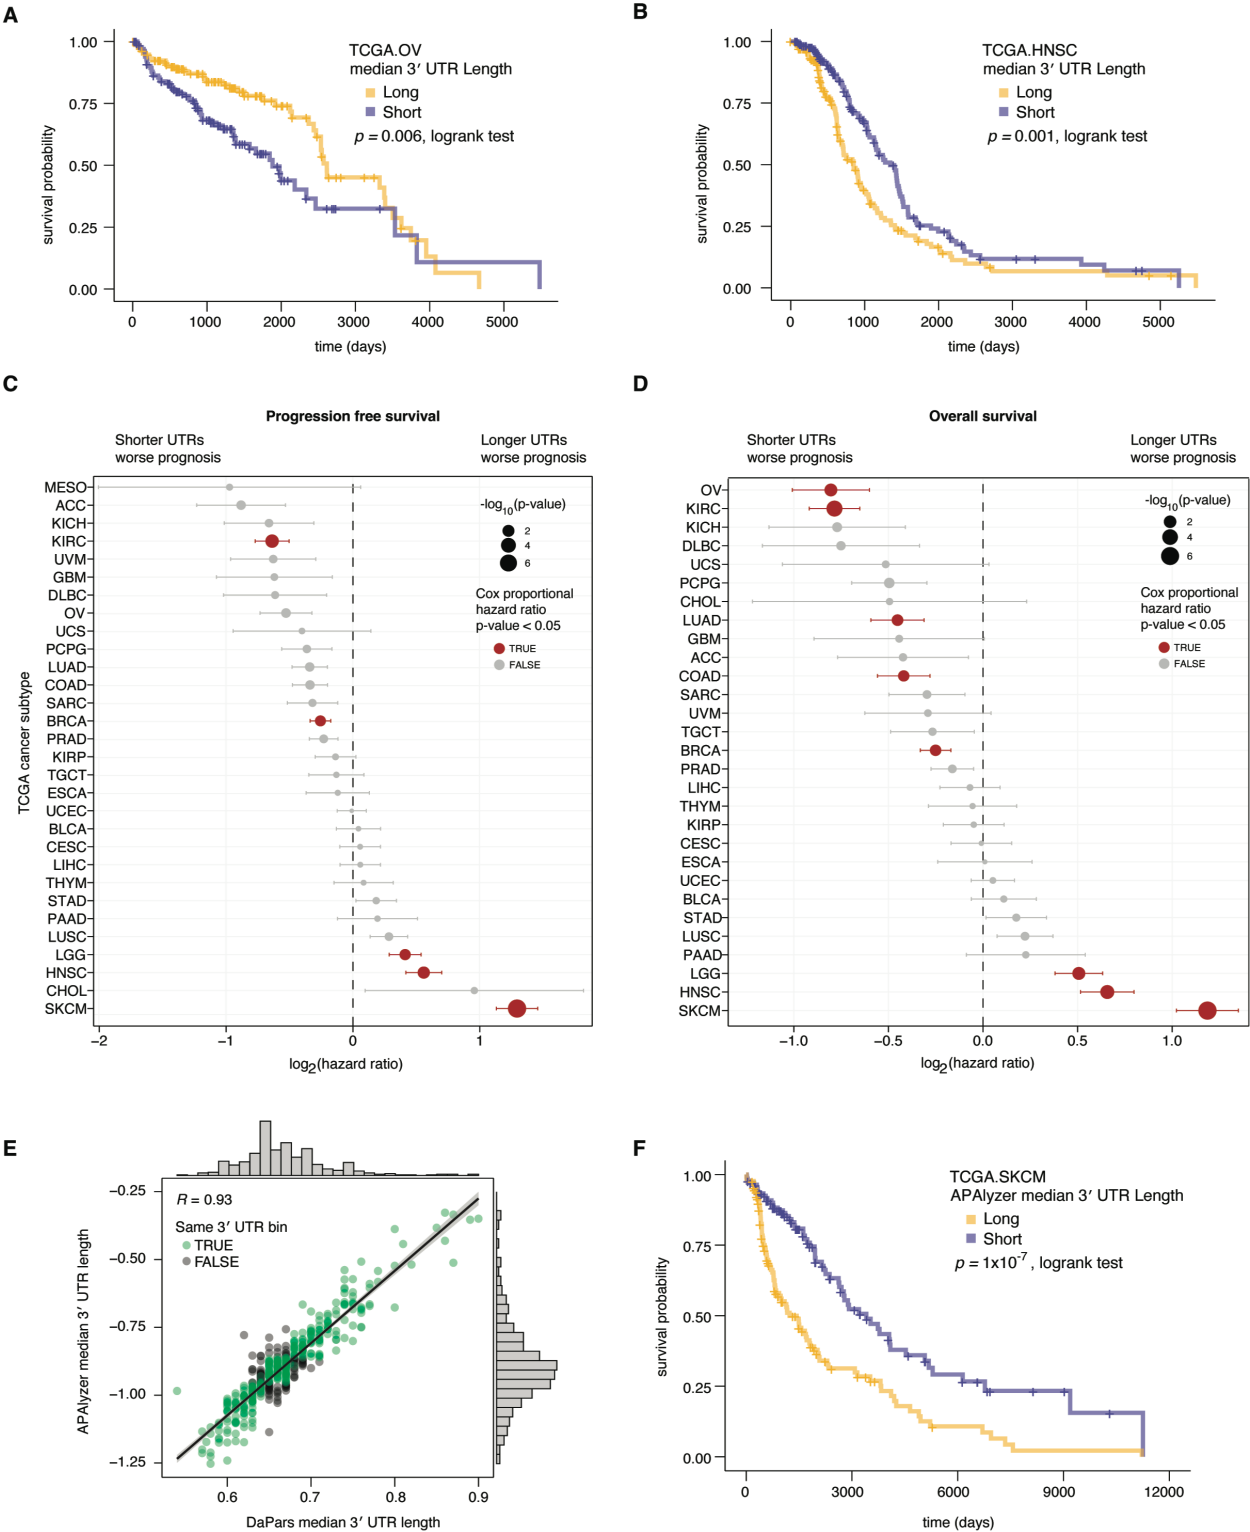

**Supplemental Figure 2. Global median 3' UTR length correlates with patient outcomes in several cancer subtypes.**

(A) Kaplan-Meier analysis comparing overall survival of TCGA ovarian serous cystadenocarcinoma (OV) samples binned as short or long median 3' UTR samples. *P* values from a two-sided logrank test.

(B) Kaplan-Meier analysis comparing overall survival of TCGA head and neck squamous cell carcinoma (HNSC) samples binned as short or long median 3' UTR samples. *P* values from a two-sided logrank test.

(C-D) Forest plot of the  $\log_2(\text{hazard ratio})$  per TCGA cancer subtype comparing progression-free survival (C) or overall survival (D) for long versus short median 3' UTR bin. Point sizes are scaled to  $-\log_{10}(p \text{ value})$  of the hazard ratio per subtype.

(E) Scatter plot comparing median 3' UTR length calculated using DaPars (15) or APALyzer (23) computational pipelines, *R* from Pearson correlation. Points are colored by if they are stratified into the same bin (short, medium or long) by both computational algorithms, where green indicates they are classified similarly by both algorithms and black indicates they are not.

(F) Kaplan-Meier analysis comparing overall survival of cutaneous melanoma samples with shorter versus longer median 3' UTRs calculated using APALyzer, *P* values from a two-sided logrank test.

## SUPPLEMENTAL FIGURE 3

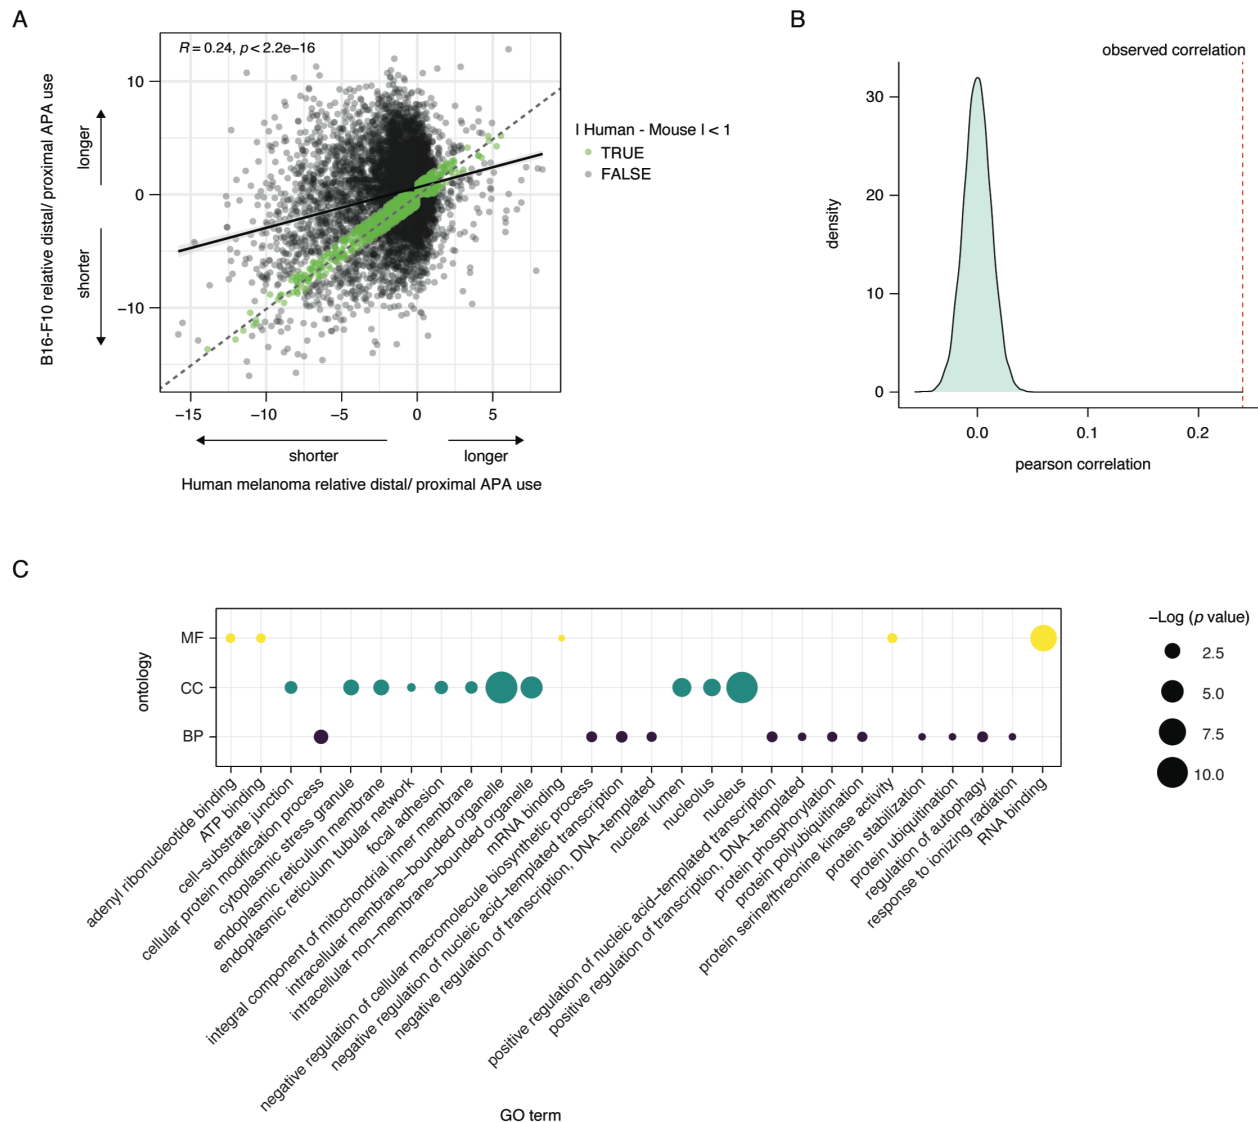

### Supplemental Figure 3. APA in human and mouse melanoma are correlated.

**(A)** Gene level 3' UTR lengths correlated between human clinical melanoma samples and B16-F10 mouse melanoma cells both calculated using APALyzer, each value reflects the log2 (distal reads / proximal reads) for that given gene ortholog in mouse and human.  $R$  and  $P$  value calculated from Pearson correlation. Dotted line indicates  $x = y$  and points colored in green are genes where the absolute difference between the mouse and human values are less than 1, indicating the 3' UTR lengths are similar in mouse and human.

**(B)** Distribution of Pearson coefficients obtained from 10,000 random pairings of gene level 3' UTR lengths correlated between Human clinical melanoma samples and B16-F10 mouse melanoma cells (data from panel A), dashed red line indicates the observed  $R$  from Pearson correlation of the actual data.

**(C)** GO analysis of genes where the 3' UTR lengths are highly correlated between human and mouse melanoma (indicated in green in panel A).

SUPPLEMENTAL FIGURE 4

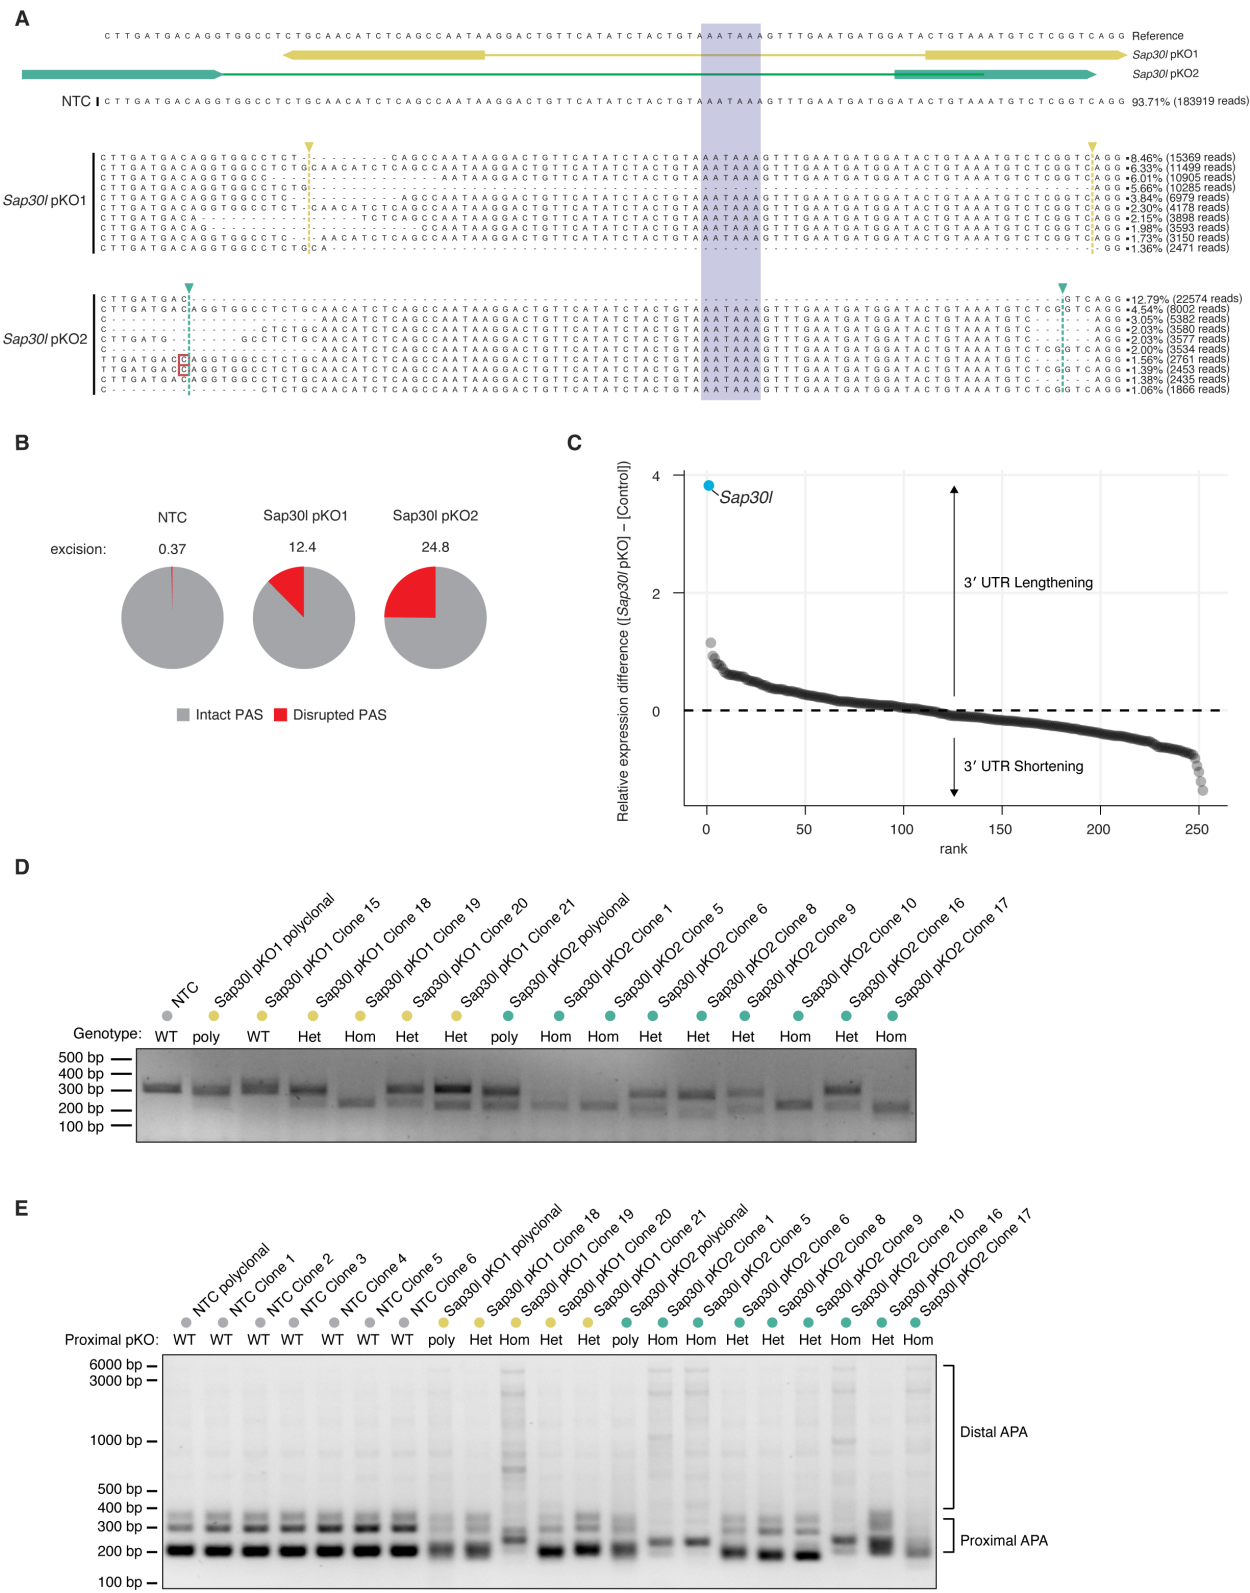

**Supplemental Figure 4. CRISPR-Cas9 paired-guide RNAs can be used to delete polyadenylation signals.**

(A) Schematic of *Sap30l* proximal poly(A) sequence targeted pgRNAs, *Sap30l* pKO1 and pKO2. Next-generation sequencing results showing the major detected alleles from three polyclonal B16-F10 Cas9-expressing cells treated with either a non-targeting control (NTC), *Sap30l* pKO1 or *Sap30l* pKO2 pgRNA as indicated and submitted for next-generation sequencing of the target locus (n = 1 NGS run per genotype).

(B) Pie chart demonstrating the fraction of next-generation sequencing reads with an intact or disrupted polyadenylation signal sequence for each cell line treated with the indicated pgRNA.

(C) Waterfall plot of Poly(A)-seq analysis comparing polyclonal B16-F10 Cas9-expressing cells treated with either a control (N=2) or *Sap30l* pKO pgRNA (N=4). Relative expression difference is calculated using APAlzyer (23) and is defined as the difference in the log<sub>2</sub> ratio of (distal/proximal) per transcript between *Sap30l* pKO treated and control treated B16-F10 Cas9-expressing cells.

(D) Genotyping PCR of genomic DNA obtained from the indicated polyclonal or monoclonal or monoclonal cell line confirming single or dual KO of the proximal poly(A) signal sequence (lower band indicates excision) and genotypes indicated as wild-type (WT), heterozygous excision (Het) or homozygous excision (Hom).

(E) Nested RT-PCR of the *Sap30l* 3' UTR in polyclonal and monoclonal B16-F10 Cas9-expressing cell lines treated with a non-targeting (NTC) pgRNA, *Sap30l* pKO1 or *Sap30l* pKO2. Proximal poly(A) signal presence is noted as proximal pKO, where WT = two wild type poly(A) signals, Het = single excision of poly(A) signal and Hom = double excision of poly(A) signal. Monoclonal lines are treated as independent biological replicates (n = 6 WT, n = 4 *Sap30l* pKO1, and n = 8 *Sap30l* pKO2).

SUPPLEMENTAL FIGURE 5

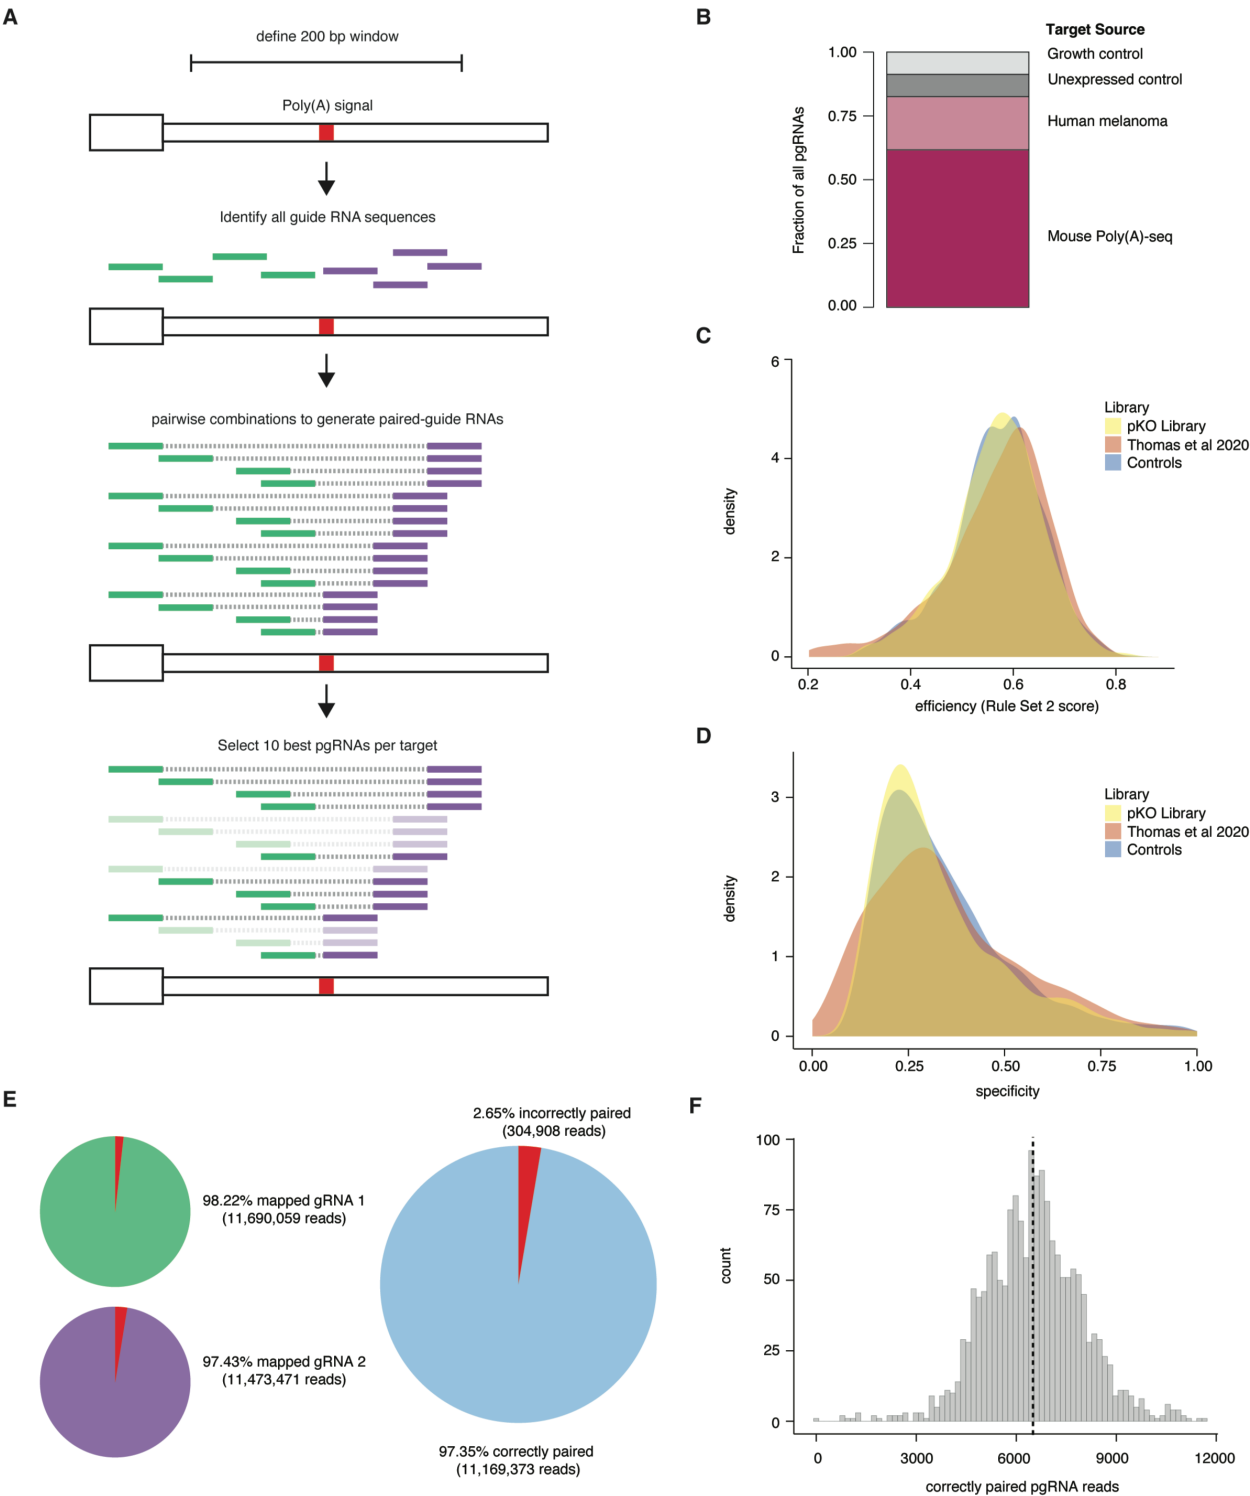

**Supplemental Figure 5. Rational design of a CRISPR-Cas9 paired-guide RNA library to target polyadenylation signals.**

(A) Diagram of computational steps taken to generate a CRISPR-Cas9 paired-guide RNA library to delete proximal polyadenylation signal sequences of interest.

(B) Library divided into the fraction of total pgRNAs which were selected based on how the specific target was selected to be included, referred to as the target source (n = 1718 pgRNAs).

(C) Distribution of on-target efficiency, using Rule Set 2 scores (53) per pgRNA for the pgRNAs targeting proximal poly(A) sites (pKO Library) compared to a previously published pgRNA library (29) or the 150 pgRNAs targeting poly(A) sites in unexpressed genes (Controls), which were randomly sampled from all possible control pgRNAs to match the distribution of on and off-target scores of the pKO library.

(D) Distribution of target specificity per pgRNA for the pgRNAs targeting proximal poly(A) sites (pKO Library) compared to a previously published pgRNA library (29) or the pgRNAs targeting poly(A) sites in unexpressed controls.

(E) Next-generation sequencing of the final plasmid pool of the cloned proximal poly(A) site KO library. The number of reads and the fraction of those reads correctly mapping to gRNA1, gRNA2 and then the correct pairing of those gRNAs together are shown.

(F) Histogram of the number of reads with the correct gRNA mapping and pairing per each of the 1718 pgRNAs included in the final library. Dotted line indicates median number of reads across all pgRNAs.

SUPPLEMENTAL FIGURE 6

A

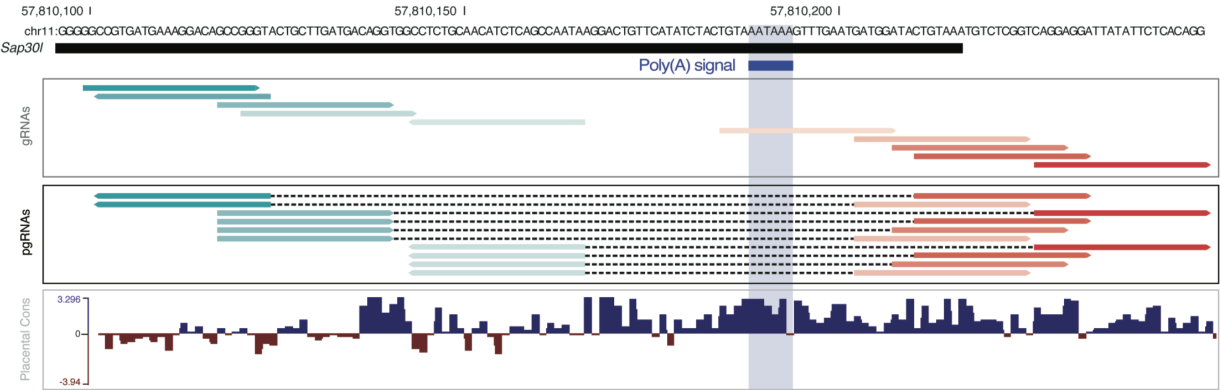

B

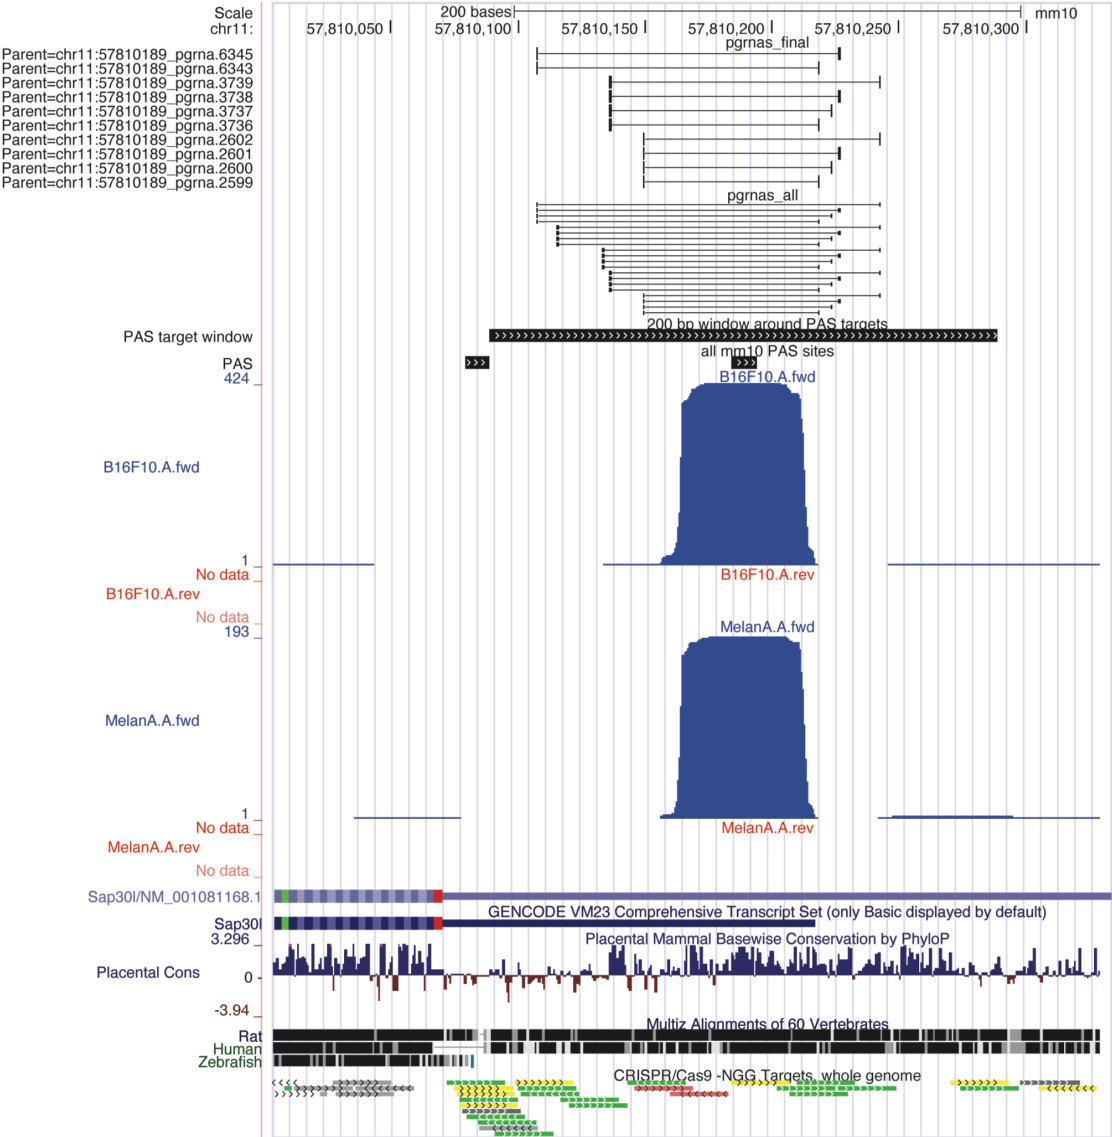

**Supplemental Figure 6. Visualization of proximal poly(A) knock out library.**

(A) *Sap30l* 3' UTR DNA sequence with the annotated proximal poly(A) signal sequence, individual gRNAs identified within a 200 base-pair window centered on the poly(A) signal sequence, the 10 selected final pgRNAs designed to delete the proximal poly(A) site and the genetic conservation per base-pair across placental mammals.

(B) *Sap30l* 3' UTR DNA sequence in the UCSC Genome Browser window. The session contains several tracks including annotated poly(A) signal sites (PAS), all pgRNAs generated within the 200 base-pair window per poly(A) site and the final selected 10 pgRNAs. There are also 4 tracks of Poly(A)- seq mapped in a stranded fashion from Melan-A and B16-F10 cells (a forward and reverse strand track for each cell line).

## SUPPLEMENTAL FIGURE 7

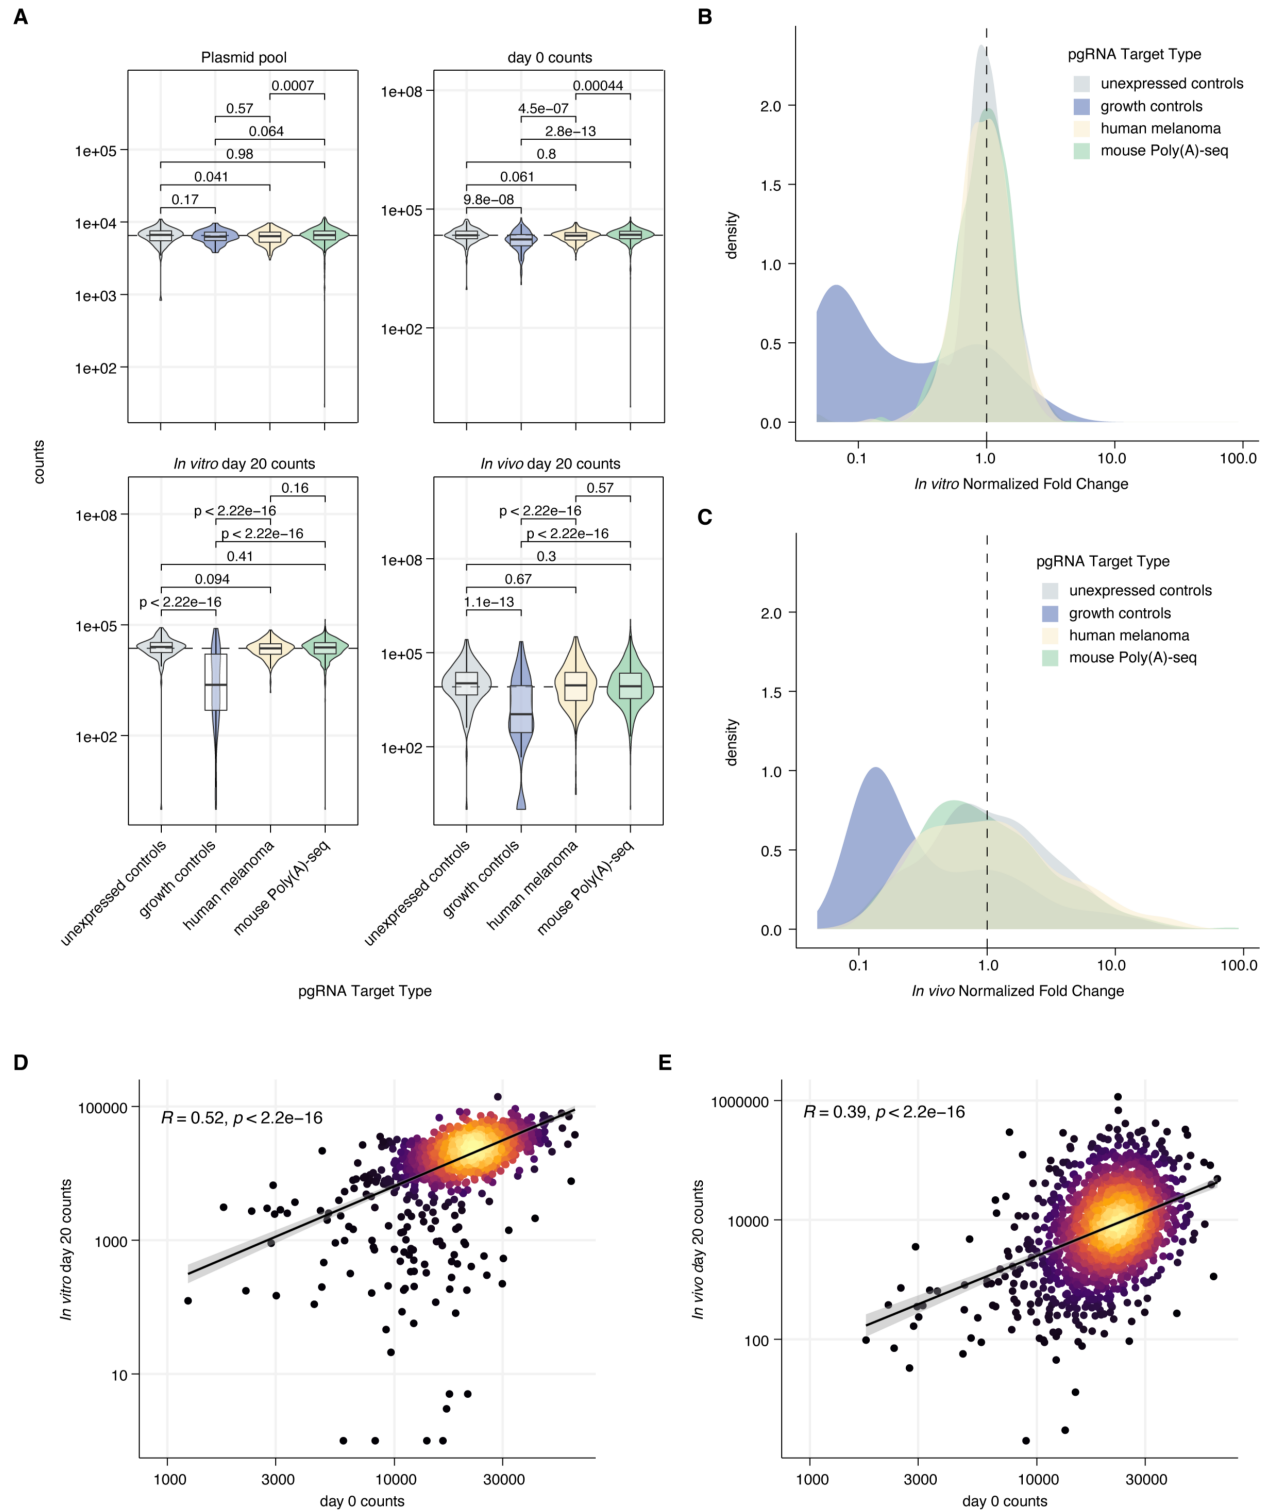

**Supplemental Figure 7. Performance of CRISPR-Cas9 pgRNA screening platform.**

(A) Violin plots of all raw counts per each pgRNA at each experimental time point (plasmid pool, day 0, *in vitro* day 20 or *in vivo* day 20) separated by the target type. *P* values from two-sided Wilcoxon rank-sum tests. Pooled data from  $n = 8$  biological replicates.

(B) Density plot of the *in vitro* fold-change of each pgRNA separated by target type, all normalized to the median of 150 pgRNAs targeting poly(A) sites in unexpressed genes. Dotted line at the normalized median of the control pgRNAs which was set to 1. Pooled data from  $n = 8$  biological replicates.

(C) Density plot of the *in vivo* fold-change of each pgRNA separated by target type, all normalized to the median of 150 pgRNAs targeting poly(A) sites in unexpressed genes. Dotted line at the normalized median of the control pgRNAs which was set to 1. Pooled data from  $n = 8$  biological replicates.

(D) Scatter plot of day 0 pgRNA reads versus *in vitro* day 20 pgRNA reads (summed counts across  $n = 8$  replicates), *R* and *P* value from Pearson correlation.

(E) Scatter plot of day 0 pgRNA reads versus *in vivo* day 20 pgRNA reads (summed counts across  $n = 8$  replicates), *R* and *P* value from Pearson correlation.

## SUPPLEMENTAL FIGURE 8

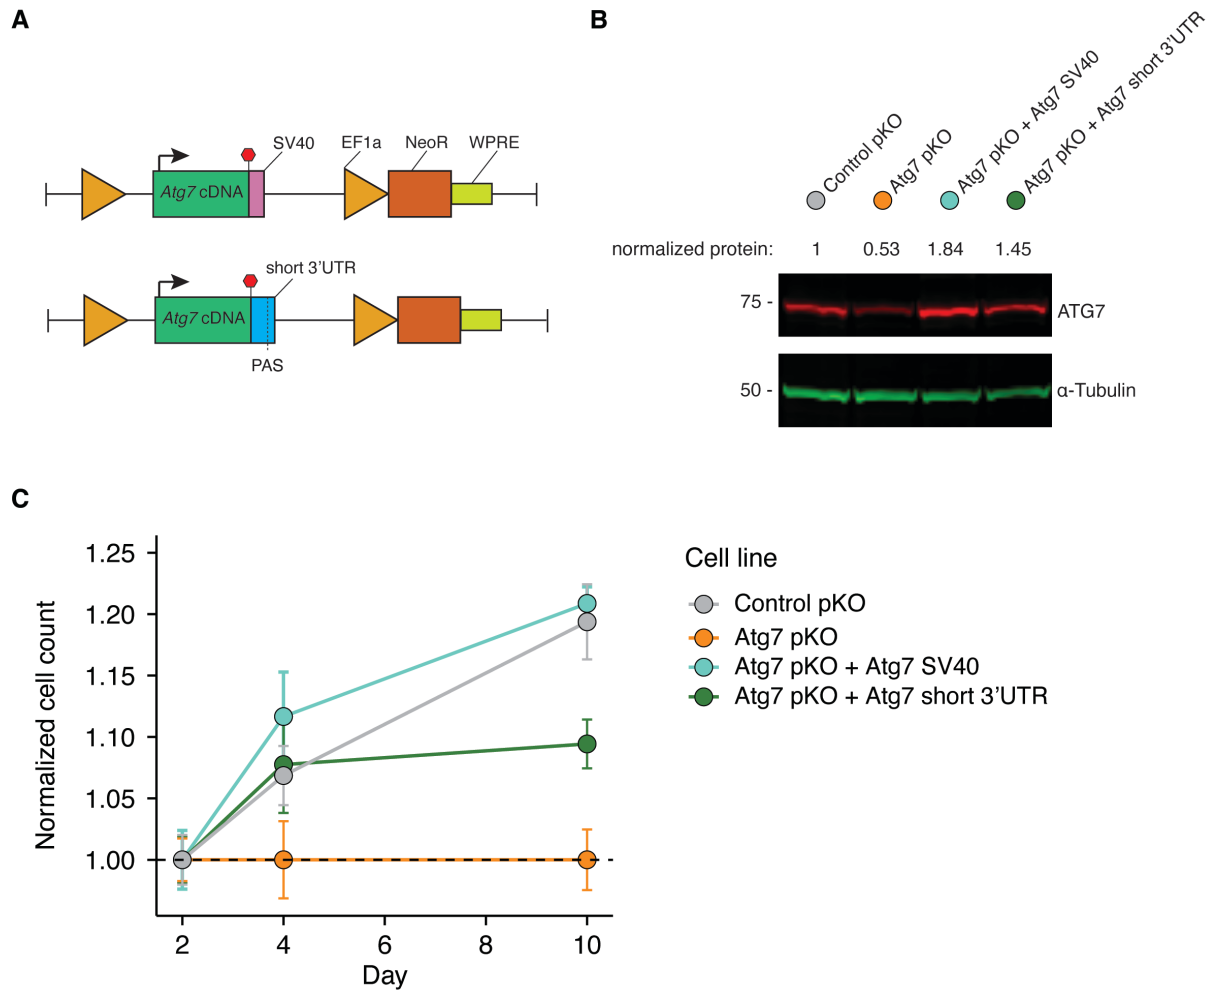

### Supplemental Figure 8. Transgenic restoration of ATG7 protein rescues the *Atg7* pKO growth phenotype.

(A) Schematic of two *Atg7* cDNA constructs harboring identical coding sequences, but distinct 3' UTRs, with either an SV40 poly(A) signal or the endogenous 3' UTR and the proximal poly(A) site.

(B) Immunoblot of protein collected from Cas9-expressing B16-F10 cells treated with either a control pgRNA or *Atg7* pKO pgRNA with stable expression of the indicated *Atg7* cDNA construct. Protein ratio normalized to α-Tubulin concentration and then to the control pKO protein ratio. Representative blot from n = 2 technical replicates.

(C) *In vitro* cell growth of Cas9-expressing B16-F10 cells treated with a control pgRNA or *Atg7* pKO pgRNA with the indicated cDNA constructs as measured by CellTiter-Glo. Measurement is the average of n = 3 technical replicates +/- standard error of the mean.

SUPPLEMENTAL FIGURE 9

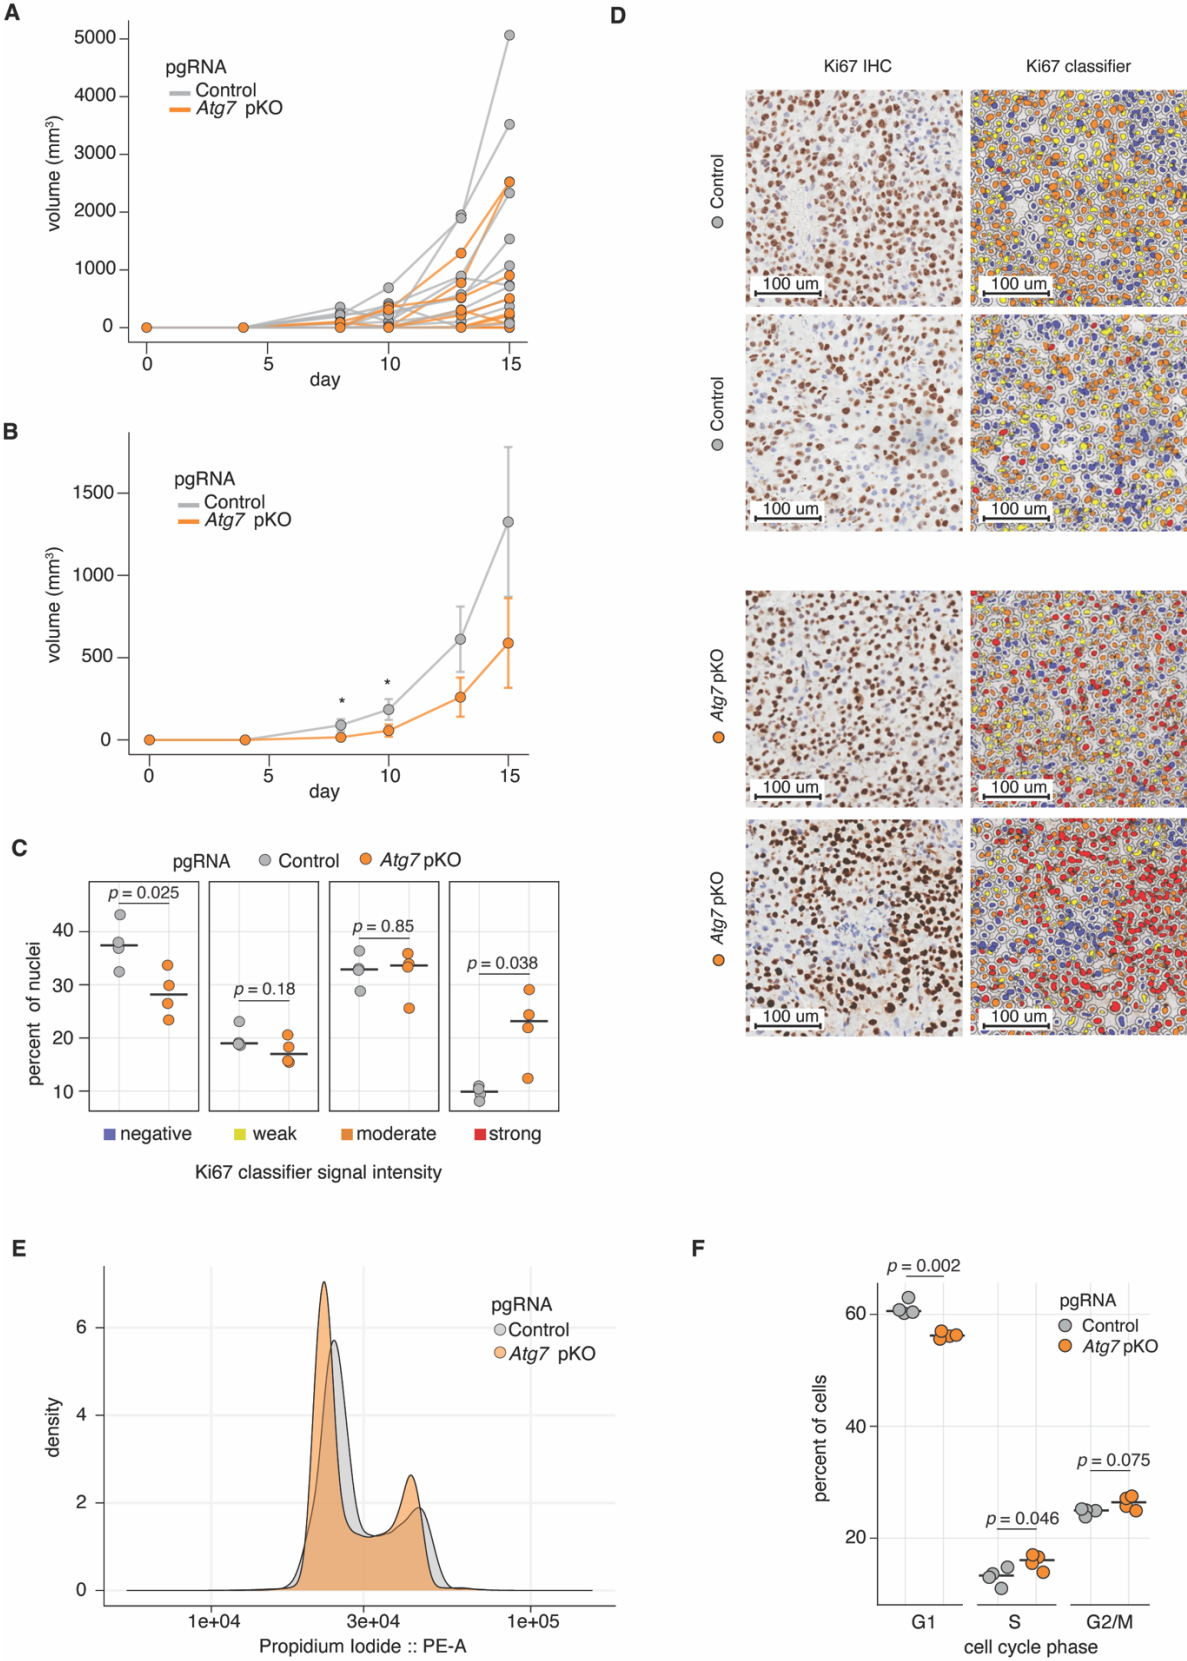

**Supplemental Figure 9. *Atg7* 3' UTR lengthening slows tumor growth in an immunocompetent host.**

(A) Spider plot showing measured B16-F10 tumor volume over time for cells treated with a control paired-guide RNA (grey) or a paired-guide RNA targeting the proximal poly(A) site in *ATG7* (orange) ( $n = 12$  tumors per genotype).

(B) Median tumor volume  $\pm$  S.E.M. per genotype plotted over time ( $n = 12$  tumors per genotype). Significance denoted as  $*p < 0.05$ ,  $**p < 0.01$  or  $***p < 0.001$  using a two-sided Student's *t*-test (exact *p* values 1, 1, 0.038, 0.049, 0.073 and 0.091).

(C) Quantification of percent of nuclei quantified as negative, weak, moderate or strong staining for Ki67 signal ( $n = 4$  images from 4 distinct tumors per genotype, biological replicates). For each image, the entire slide is processed, only excluding areas if they are easily discernible as non-tumor tissue. Significance calculated with a two-sided Student's *t*-test.

(D) Additional representative images of raw Ki67 IHC signal and mask of nuclei classified as negative (blue), weak (yellow), moderate (orange) or strong (red) staining nuclear signal. Each row is reflective of a distinct tumor.

(E) Histogram of pooled propidium iodide stained B16-F10 cells treated with the indicated paired-guide RNA. Density plots are reflected events gated for live, single cells

(F) B16-F10 Cas9-expressing cells treated with a control or *Atg7* pKO pgRNA cells stained with propidium iodide and then analyzed using Dean-Jett-Fox classification for cell cycle stage from FlowJo v10. Quantification of cell cycle stage from propidium iodide staining and flow cytometry ( $n = 4$  samples per genotype). Significance calculated with a two-sided Student's *t*-test.

## SUPPLEMENTAL FIGURE 10

**A**

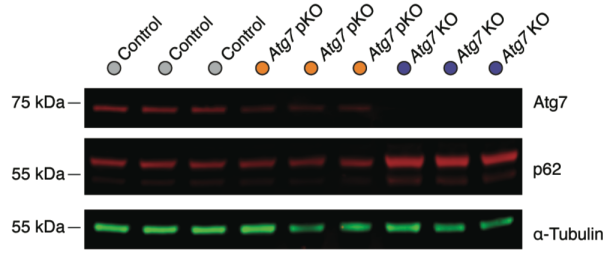

**B**

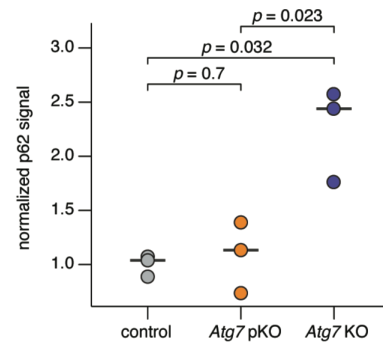

**C**

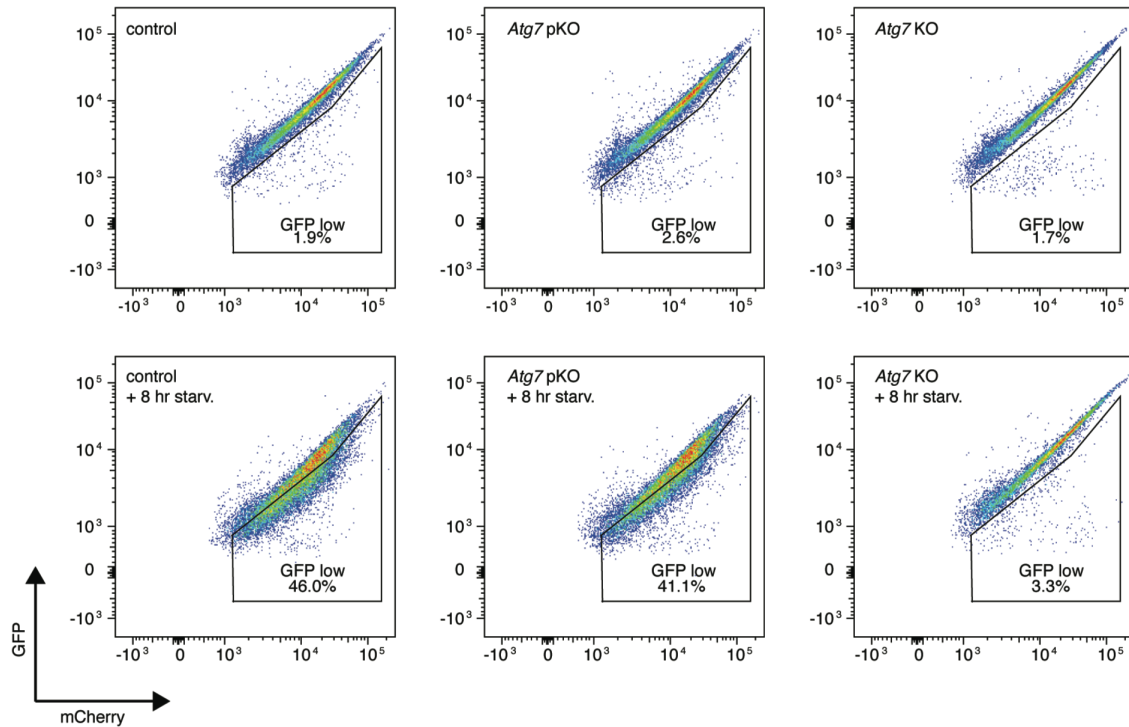

**D**

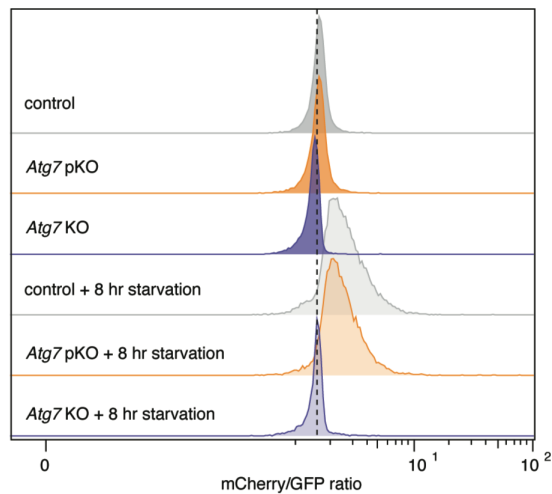

**E**

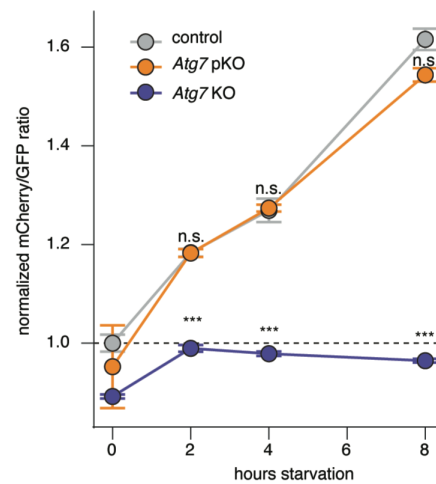

**Supplemental Figure 10. Melanoma cells with lengthened *Atg7* 3' UTRs display no obvious autophagy deficits.**

(A) Immunoblot of protein collected from B16-F10 Cas9-expressing cells treated with either a control, *Atg7* pKO or *Atg7* gene KO pgRNA completed in technical triplicate. Western blot is stained for Atg7 and p62/Sqstm1, as well as alpha-tubulin as a loading control.

(B) Quantification of p62/Sqstm1 protein levels per genotype, normalized to loading control and then normalized to the median of B16-F10 Cas9-expressing cells treated with a control pgRNA. *P* values from a two-sided Student's *t*-test.

(C) B16-F10 Cas9-expressing cells treated with control, *Atg7* pKO or *Atg7* gene KO pgRNAs were stably integrated with a LC3-mCherry-GFP autophagy reporter. mCherry and GFP signals were measured by flow cytometry following different durations of serum and amino acid starvation. Representative flow plots of live, single cells showing mCherry and GFP signal per genotype with 0 and 8 hours of amino acid and serum starvation.

(D) Representative histograms of mCherry/GFP signal ratio per genotype with 0 and 8 hours of starvation, cells are gated for live, single cells.

(E) Line plots of normalized mCherry/GFP signal in B16-F10 Cas9-expressing cells stably expressing the LC3-mCherry-GFP autophagy reporter treated with the indicated pgRNAs and increasing time under starvation conditions. Each point is the mean of  $n = 3$  technical replicates  $\pm$  SEM, *P* value from two-sided Student's *t*-test (exact *P* values at times 0, 2, 4, 8 hrs are 0.006,  $7.39 \times 10^{-6}$ , 0.001, and  $2.5 \times 10^{-4}$ , respectively).

Raw gel images

Figure 4E

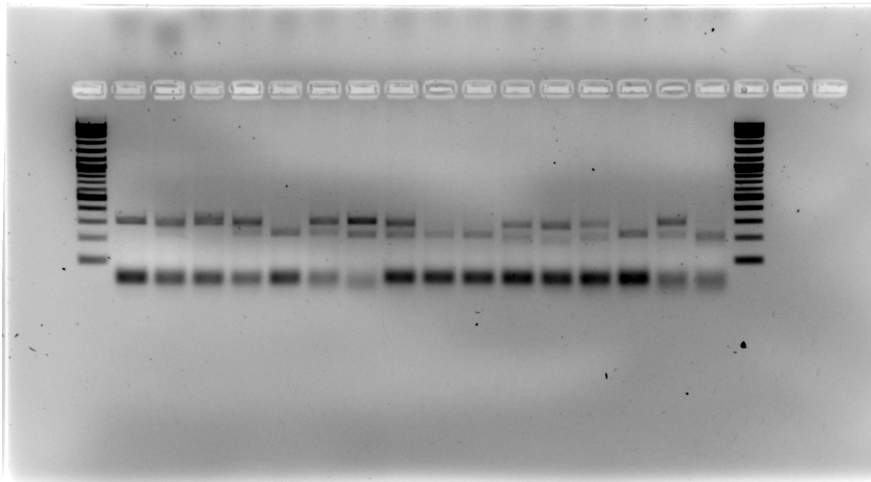

Figure 4F

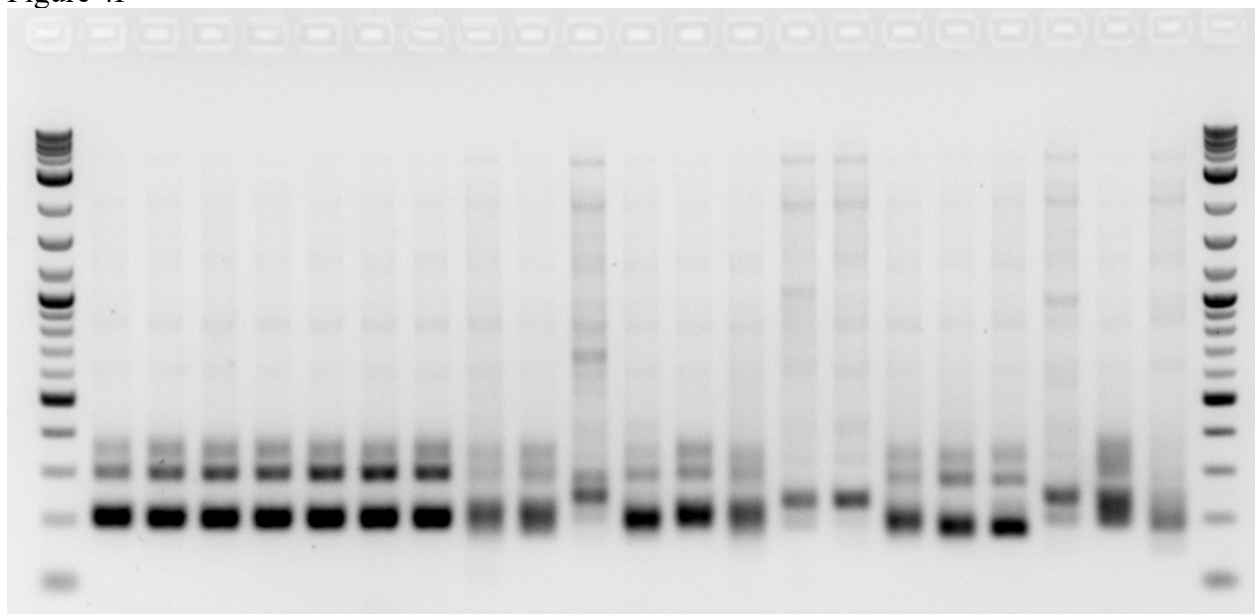

Figure 10A

Red = anti-Atg7, Green = anti alpha-Tubulin

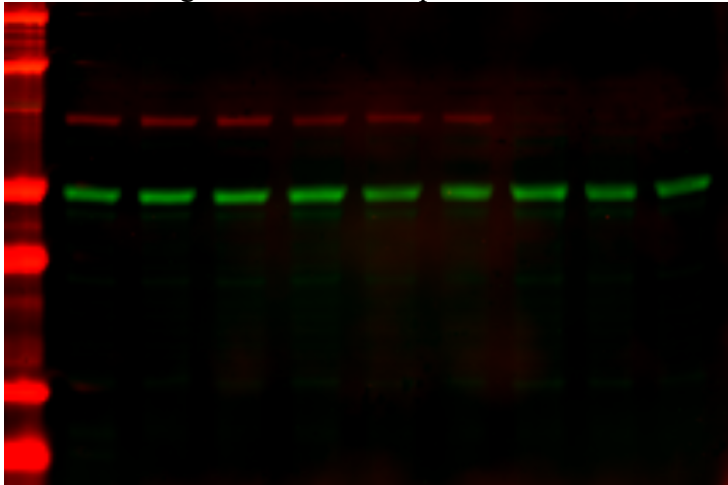

Red = anti-p62

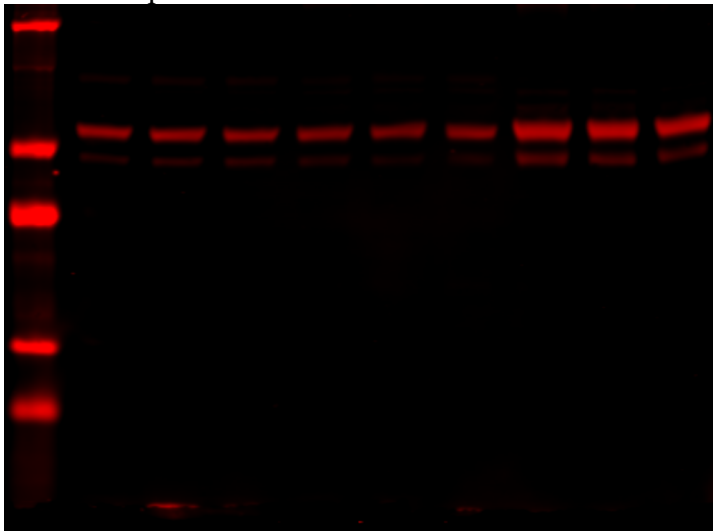

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Multiplexed screening reveals how cancer-specific alternative polyadenylation shapes tumor growth in vivo
**Source:** Nat Commun. 2024 Feb 1;15:959. doi: 10.1038/s41467-024-44931-x
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis Publicly available software was used in this study. Specific programs are RSEM (v1.2.4), Bowtie (v1.0.0), TopHat (v2.0.8b), MISO (v2.0), and Bioconductor (v3.7) within the R (v3.5.1) programming environment. FIJI/ImageJ (v2.0.0) and HALO (v2.0, Indica Labs) were used for image analysis. MAFFT (v7.0) was used for Sanger sequence alignments. No custom code was utilized for this study.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Our proximal-Poly(A) KO (pKO) library has been deposited with Addgene (Pooled Library #81543 [[https://www.addgene.org/Robert\\_Bradley/J](https://www.addgene.org/Robert_Bradley/J)]). RNA-seq data generated as part of this study has been deposited in the Gene Expression Omnibus (accession number GSE212278 [<https://www.ncbi.nlm.nih.gov/geo/query/>]).

acc.cgi?acc=GSE212278]). Gene-level 3' UTR measurements for all TCGA samples were downloaded from <http://tc3a.org> (51). Source data are provided with this paper. Data for Figures 1-2, 4-5 and Supplementary Figures 1-3, 5, 7-8 are included in Supplementary Data 1-5 and the Source Data file. All remaining data can be found in the Article, Supplementary and Source Data files.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Samples sizes for pooled screens were based on results from our pilot screen as well as information garnered from published literature (Doench 2018, Chen et al 2015).                                                                                                                                                                                                                                                                                                                                                                               |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | All attempts at replication with both technical and biological replicates were successful. As described and shown in figure legends, most molecular assays were completed in biological triplicate (RT-PCR, Western blotting, qPCR). Cell growth assays were completed in biological triplicate and technical triplicate each time, and was performed by 2 different researchers to ensure reproducibility. Mouse experiments were done with 12 tumors per genotype tested. In vitro and in vivo screens were performed with 8 technical replicates. |
| Randomization   | Individual animals were randomly assigned to be injected with B16-F10 cells treated with control or Atg7 pKO.                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | For in vivo validation experiments, all researchers involved in tumor measuring and determination of individual animal endpoints were blinded from the genotype of the tumors to prevent bias.                                                                                                                                                                                                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies used for western blotting at the following concentrations were Atg7 (AbCam Ab133528, 1:1000), Egln1 (Cell-Signaling Technology D31E11, 1:1000), p62/Sqstm1 (AbCam Ab109012, 1:1000), and Alpha-tubulin (Sigma-Aldrich Clone DM1, 1:2000) and all probed with secondary antibodies Anti-mouse or anti-rabbit IRDye (LI-COR Biosciences). Mouse Ki-67 (CST Clone 12202 1:2000 dilution) was utilized for immunohistochemical studies.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Validation      | <p>Atg7 (AbCam Ab133528, 1:1000) antibody confirmed for western blot analysis on mouse kidney lysate producing a single band of the expected protein size (<a href="https://www.abcam.com/atg7-antibody-epr6251-ab133528.html#lb">https://www.abcam.com/atg7-antibody-epr6251-ab133528.html#lb</a>).</p> <p>Egln1 (Cell-Signaling Technology D31E11, 1:1000) antibody confirmed for western blot analysis on mouse fibroblast cell line (NIH/3T3) producing a single band of the expected protein size (<a href="https://www.cellsignal.com/products/primary-antibodies/phd-2-egln1-d31e11-rabbit-mab/4835">https://www.cellsignal.com/products/primary-antibodies/phd-2-egln1-d31e11-rabbit-mab/4835</a>).</p> <p>p62/Sqstm1 (AbCam Ab109012, 1:1000) antibody confirmed for western blot analysis on mouse brain, heart and lung lysates producing a double band of the expected protein sizes (<a href="https://www.abcam.com/sqstm1--p62-antibody-epr4844-autophagosome-marker-ab109012.html#lb">https://www.abcam.com/sqstm1--p62-antibody-epr4844-autophagosome-marker-ab109012.html#lb</a>).</p> <p>Alpha-tubulin (Sigma-Aldrich Clone DM1, 1:2000) antibody confirmed for western blot analysis on mouse fibroblast cell line (NIH/3T3) producing a single band of the expected protein size (<a href="https://www.thermofisher.com/antibody/product/alpha-Tubulin-Antibody-clone-DM1A-Monoclonal/62204">https://www.thermofisher.com/antibody/product/alpha-Tubulin-Antibody-clone-DM1A-Monoclonal/62204</a>).</p> <p>Mouse Ki-67 (CST Clone 12202 1:2000 dilution) antibody confirmed for IHC using mouse colon, spleen and heart demonstrating the expected nuclear staining profiles reflecting known division rates of respective tissues (<a href="https://www.cellsignal.com/product/productDetail.jsp?productId=12202&amp;utm_medium=b2b&amp;utm_campaign=general">https://www.cellsignal.com/product/productDetail.jsp?productId=12202&amp;utm_medium=b2b&amp;utm_campaign=general</a>).</p> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                            |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | B16-F10 cells were obtained from ATCC (CRL-6475) and cultured per the manufacturer's instructions. The Melan-A cell line was obtained from the Wellcome Trust Functional Genomics Cell Bank (original source of the cell line) and cultured per their instructions (Bennett et al., 1987). |
| Authentication                                                    | Cell lines were authenticated via RNA-seq expression profiling. B16-F10 cells were also spot checked as they express melanin and cell pellets are black (no other cell lines in use are black when pelleted).                                                                              |
| Mycoplasma contamination                                          | Cell lines tested negative for mycoplasma contamination.                                                                                                                                                                                                                                   |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None of the cell lines are commonly misidentified cell lines.                                                                                                                                                                                                                              |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Species: Mus musculus. Strain: C57BL/6. Sex: male. Age: 8 to 12 weeks. Animals were housed with a 14-hour light/10-hour dark cycle, with temperatures of 65-75°F (~18-23°C) and 40-60% humidity. |
| Wild animals            | No wild animals were used in this publication.                                                                                                                                                   |
| Reporting on sex        | For all mouse experiments male mice were used, as such the mouse data only applies to male mice.                                                                                                 |
| Field-collected samples | No field collected samples were used or analyzed in this publication.                                                                                                                            |
| Ethics oversight        | All mouse experiments were completed under an approved IACUC protocol () which was reviewed and approved by the Fred Hutch Cancer Center IACUC review committee.                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | All cells were washed 3x with PBS and then resuspended in 100 uL of PBS and stained with LIVE/DEAD Fixable Violet (Thermo Fischer L34955) stain per the manufacturer's instructions. Cells were then passed through a 40-micron filter to generate a single cell suspension and then run on a BD FACSCelesta. Single cells were gated for live cells (BV421) and then the individual GFP and mCherry signal were measured in the FITC and CF594 channels, respectively. Data were analyzed in FlowJo v10. |
| Instrument                | BD FACSCelesta                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Software                  | FlowJo v10                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Cell population abundance | All flow cytometry was performed on cells grown in culture and as such all cells in the dish represent the cell population of interest.                                                                                                                                                                                                                                                                                                                                                                   |
| Gating strategy           | FSC/SSC sorting for main cell population appeared relative uniform for B16-F10 cells, followed by sorting for single cells using FSC/FSC-H to remove doublets. Cells were then selected for low staining intensity with LIVE/DEAD Fixable Violet (BV421). The remaining population constituted live, single cells and were used to measure GFP, mCherry or propidium iodide (PI) signal for the relevant experiments.                                                                                     |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

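Poly(A)-seq of B16-F10 and Melan-A cells, 6 libraries each, was analysed from the processed tables that the authors deposited. The authors mapped the reads to mm10 by strand, with RSEM 1.2.4 calling Bowtie and then TopHat as for their RNA-seq, and counted them per gene with APAlyzer in R. The deposited counts are reads in the distal and in the proximal part of each 3′ UTR, for each library and genome strand, without pooling or normalization. The deposited log2 ratios were made by the authors from the RPKM of the distal part over that of the proximal part of the same library, and are infinite or missing where a part has no read. The authors' table of candidate sites gives their log2 difference between the lines, a p-value, a call, the strand table and the position of the proximal site. That position is the candidate target. Whether distal and proximal reads were divided at it was not checked. A table of the authors' RNA-seq comparison of tumors with the Atg7 pgRNA against tumors with the Crabp1 pgRNA, with unadjusted p-values, was used only for the values given under other observations. The RNA-seq table of expression per library names 16 libraries that match no described sample, and it was not used. Of Supplementary Data 3, the first 1995 of 2779 entries were held, and no set test was made on them.

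The share of reads in each strand table was used to assign the forward table to genes on the plus strand and the reverse table to genes on the minus strand. Of 11735 genes, 11645 were matched to the GENCODE annotation of GRCm38 by symbol and 77 by an older symbol. The other 13 were left out. Each gene entered once, from the table of its annotated strand. Distal use was tested for genes with at least 12 reads in each part and 120 reads in all over the 12 libraries. The test was edgeR 4.0.16's quasi-likelihood test on the counts of both parts, with a coefficient per library, a term for the part and the interaction of part and line, TMM scaling from the gene totals, Benjamini-Hochberg adjustment and a threshold of 0.05. The sum of both parts was tested in the same way between the lines for genes with at least 120 reads. Log2 ratios per library used a pseudocount of 0.5, and log2 CPM a prior count of 2. Values of single genes and the median ratio over all genes were compared by an exact permutation test over the 924 divisions of 12 libraries into 6 and 6, whose smallest two-sided p is 0.00216. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated one, for the lists with at least 3 tested genes. The overlap of calls and the calls among the screen's targets were tested by Fisher's exact test. The alternatives were DESeq2 1.42.0, limma, other thresholds and read minimums, other strand tables, no TMM scaling, the replicate letter as a block, the study's own test on the deposited ratios, and each library left out in turn. Scripts ran in R 4.3.3 and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and pysam 0.24.0.

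Named genes followed a rule. It took every gene that the paper names for these data or the screen, and the 10 genes in each direction with the largest change past the threshold, with a mean of at least 50 reads per library and no overlap between the lines. It also took up to 4 called genes with the smallest adjusted p in each list and among the mouse targets of the screen. Values of these genes in Supplementary Data 3 and Fig. 2 had been seen when the rule was written. Some genes that the rule takes, among them a gene with a library past Dixon's limit, are not reported here, but stay in all counts. The 12 lists were cleavage and polyadenylation factors, splicing regulators, autophagy, melanocyte differentiation, invasive melanoma, the cell cycle, MAPK and PI3K-mTOR signalling, hypoxia and glycolysis, antigen presentation and interferon response, and markers of fibroblasts, keratinocytes and leukocytes. Too few marker genes had enough reads for a list test. Of the fibroblast markers, 2 were tested for 3′ UTR reads and 1 was lower in B16-F10. The keratinocyte list had 1 tested gene, which was not called, and the leukocyte list had none.

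The depth was 788076 to 1538907 reads per library on the annotated strand, over 8850 to 9029 genes with reads. The fit was checked on simulated data in which known changes were added to one group. For 3′ UTR reads, edgeR recovered 100.0% of changes of 2 and 88.0% of changes of 1 on the log2 scale. For distal use it recovered 62.5% of changes of -2, 63.3% of changes of 2, 14.6% of changes of -1 and 33.3% of changes of 1, and 3 of its 87 calls were unchanged genes. With limma, 50.0% of changes of -2 and 6.25% of changes of -1 were recovered, and with DESeq2 45.8% and 6.25%. The requirement first set for this check, a minimum share of the changes of 2 recovered by every tool, was not met by limma and DESeq2. After that result was seen it was replaced by requirements on the bias of the estimates, on false calls and on recovery in genes with many reads, so the check does not vouch for the power of any tool in distal use. A gene without a call for distal use can thus have changed by a log2 of 1 or more. The counts are reads without molecular identifiers, so limits from read numbers cover counting error only.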

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

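The tests of B16-F10 RNA and of short transcripts were chosen only after the result was seen. A library was singled out where its gap to the nearest of the 6 libraries of its line exceeded the share of their range that Dixon's limit for 6 libraries sets, which chance does in about 1 in 20 groups. Of 238 groups looked at, 25 had such a library, against 11.9 by chance, and Melan-A F was the library in 8 of them.

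Melan-A F had a mean correlation with the other Melan-A libraries of 0.915, against 0.959 to 0.964 for each of those. Depth is argued against, since its correlation was 0.914 with every library thinned to the same total, where the lowest of the others had 0.955. Other cells in the culture and B16-F10 RNA are argued against too: no marker list of fibroblasts, keratinocytes or leukocytes exceeded 0.665 of the highest of the other 5 libraries, and genes of B16-F10 that are near 0 in Melan-A reached 0.509 of it. Loss of short transcripts may account for part, since genes under 1922 bases were lower (median log2 deviation -0.58) and genes over 5648 bases higher (0.47), and removing the trend with transcript length closed 35.2% of the gap, but the correlation of 0.935 that remained lies below the lowest other, 0.963, so it is not the whole cause. That part cannot be told apart from other differences of this library, since the length trend was found in the same values, and no biological explanation was tested because the labels give none.

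In the log2 ratio of distal to proximal reads, B16-F10 B had the lowest value of its line for Sap30l (-3.39), Srsf7 (3.83), U2af1 (3.465) and Xpa (-0.50). B16-F10 F had the highest for Ftl1 (12.67), B16-F10 D the highest for Hras (-5.89) and Melan-A F the highest for Gabarapl1 (5.58). In log2 CPM, Melan-A F was highest for Eif3a (8.60) and Mitf (11.07) and lowest for Cnrip1 (6.22), Pgk1 (7.43), Serpine2 (8.43) and Tmem98 (7.66). Melan-A E was lowest for Cstf2 (5.48) and Mgrn1 (6.63). Among B16-F10 libraries, C was lowest for Cstf2 (5.30) and highest for Sparcl1 (6.78), D was lowest for Gsn (3.89) and B lowest for Marcksl1 (7.51). A single read, with none in the other libraries of the line, set the value of Adm in Melan-A A (1.52), Cnrip1 in B16-F10 F (1.37), Runx3 in B16-F10 A (1.32) and Tmem98 in B16-F10 B (1.49).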

How the results depend on the processing

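Thinning, the study's test with unequal variances, and leaving out a library for the shift, the overlap, the lists and the targets were chosen only after seeing the data. The 363 genes with changed distal use became 381 with both strand tables, 347 with the table that has more reads, 310 with limma, 363 without a read minimum (309 shared), 287 at the stricter minimum and 303 with the replicate letter as a block. The count moved by over 1.5 times with DESeq2 (232), in the thinned libraries (240), at an unadjusted p under 0.05 (948), and in the study's test with equal (693) or unequal variances (654). Leaving out a library gave 231 to 409 genes, with 231 without Melan-A C, 234 without B16-F10 A and 238 without B16-F10 C. The 4314 genes with changed 3′ UTR reads were 4178 to 5439 under other tools, scalings, a lower minimum, the block or both strands summed, and 4116 to 4543 without a library, but 2486 at a minimum of 600 reads, where fewer genes were tested, and 1847 with an absolute log2 change of at least 1. The letters do not pair the lines: libraries of the same letter correlated at -0.13 to 0.05. The shift over all genes, -0.08, was -0.11 to -0.058 without a library, passed 0.05 without Melan-A A (-0.11, exact p = 0.0390) and in pooled reads (-2.23 percentage points, exact p = 0.00866), and was -0.02 at the stricter minimum (exact p = 0.701). The overlap of 256 genes was 160 to 284 without a library and 104 at an absolute log2 change of at least 1. Its excess missed the threshold there and without B16-F10 B (236, Fisher's exact p = 0.132), C (162, p = 0.0541), D (184, p = 0.530) and F (173, p = 0.0612) and Melan-A B (201, p = 0.386) and E (212, p = 0.184). It was 160 without B16-F10 A and 161 without Melan-A C, with the excess past the threshold. Of 7 lists called in 3′ UTR reads, 4 passed with an estimated correlation, and 7 were called without any library; no list was called in distal use. The sign of 2 uncalled lists in distal use turned without some libraries: antigen presentation without B16-F10 A (adjusted p = 0.987), B (0.872), D (0.998) and E (0.996) and Melan-A B (0.989) and D (0.921), with 0.869 to 0.998 over all, and signalling without B16-F10 F (0.901) and Melan-A C (0.975) and F (0.957), with 0.872 to 0.998. Uncalled genes also turned: 3′ UTR reads of Egln1 (-0.016) and Sap30l (-0.013) without TMM, Mgrn1 with both strands summed (-0.47, called there) and Eif3a without Melan-A F (0.059, from -0.41 elsewhere), and distal use of Mgrn1 (-0.065 to 0.29) and Pabpn1 (-0.010 to 0.13) without Melan-A C. Hnrnpu, called shortened, had 1.37 in the table with more reads, which is that of the other strand, and no call there. Of 776 values of named genes under other settings, 755 kept direction and side of the threshold, as did 1326 of 1368 without a library. The calls for distal use lost in some fits were those of Atg10, Ccna2, Cpsf6, Hras, Maged1, Pkm, Rrm2 and U2af1. The targets called were 42 to 57 without a library. Except for the smaller number of genes tested, the cause was not tested. Most simulated changes of distal use by a log2 of 1 were not recovered.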

Differences from the paper's values

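The test with unequal variances and the comparison with Fig. 2G were chosen only after the values were seen. The paper's number of differentially polyadenylated transcripts is 654, and 363 genes changed here. The paper used an unadjusted p of 0.05 and states support by RNA-seq, which was not used here, whereas the count here uses an adjusted p. Of the alternatives set before the data were examined, an unadjusted p under 0.05 in the same fit (948) and the study's test with equal variances (693) came within 1.5 times of the paper's value. Both strand tables (381), the table with more reads (347), limma (310), DESeq2 (232), no read minimum (363), the stricter minimum (287), the block (303), an absolute log2 change of at least 1 (306) and each library left out (231 to 409) did not, nor did the thinned libraries (240), added later. The study's test with unequal variances gave 654, which are entries of both strand tables for 647 genes, 611 of them on the gene's own strand and 43 on the opposite one. It was chosen after seeing the values, and drops none of the 452 calls in the part of Supplementary Data 3 that was held. The test with equal variances drops none of them either. Over the 1992 entries joined, the paper's p-values differ from those with unequal variances by at most 2.1e-06 in log10. They differ from those with equal variances by up to 1.24. The paper's p-values in the held part are thus those of unequal variances. The 654 were reached here from Poly(A)-seq alone, so a filter on RNA-seq was not needed for that count.

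For Clstn1, the paper's log2 difference in Supplementary Data 3 is 4.15, and the change on the strand of Clstn1 was -0.51 here. On that strand it differed from the paper's under DESeq2 (-0.48), limma (-0.52), both strand tables (-0.51), the block (-0.49), no read minimum (-0.51) and the study's test (-0.47). For Mgrn1, the paper's value is about 3.0 in Fig. 2F, read by eye, and 0.18 on its strand here, and it differed there under DESeq2 (0.16), limma (0.12), both strand tables (0.18), the block (0.14), no read minimum (0.18) and the study's test (0.054). The entries of the opposite strand reach the paper's values: 4.15 for Clstn1 and 2.94 for Mgrn1 in the study's test, and 4.06 and 2.91, both called, when both strand tables are fitted. The paper's value for Clstn1 is thus that of the opposite strand. The values of Higd1a, Sap30l, Cds2, Hdgf and Atg7 do not differ from the paper's.

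The p-values printed in Fig. 2E, which the legend gives as Wilcoxon rank-sum tests, have a negative log10 of about 5.1 for Higd1a and about 5.5 for Sap30l, read by eye, and the exact permutation test here gives 2.66 for both, the largest that 6 libraries against 6 allow (p = 0.00216). The study's test with equal variances, set before the data were examined, gives 5.79 and 5.83, which differ from the paper's on the scale of p. With unequal variances, chosen after seeing the values, it gives 5.11 and 5.49, and the p-values, 7.8e-06 and 3.3e-06, match those printed.

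The paper states that most genes with altered poly(A) site use had no matching difference in expression. At an absolute log2 change of at least 1, the line drawn in Fig. 2G, this holds by 3′ UTR reads too: 104 of 363 genes (28.7%) also changed, and 154 of the 640 genes of the study's test with unequal variances that were tested in reads, against the paper's 204 of 654. At an adjusted p under 0.05 from edgeR alone, with no limit on the size of the change, 256 of 363 genes (70.5%) and 417 of 640 also changed. So did 64.4% of the genes without changed distal use, so most of this share is not particular to the 363 genes. The paper's expression values come from RNA-seq, so these counts of 3′ UTR reads cannot decide its statement.

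Of the points of Fig. 2G, 6 can be told apart by their log2 difference in poly(A) site use. The paper's log2 change in expression, from RNA-seq, is about 0.5 for Higd1a, about 0.6 for Ptrh2, about 1.3 for Mgrn1, about -0.3 for Xpa, about 2.1 for Hdgf and about 0.7 for Clstn1 in Fig. 2G, read by eye. By 3′ UTR reads it was 2.92 for Higd1a, 1.59 for Ptrh2, 0.22 for Mgrn1, -1.20 for Xpa, 4.49 for Hdgf and -1.73 for Clstn1. Under each alternative set before the data were examined the value still differed, with 2.80 to 3.08 for Higd1a, -0.47 to 0.27 for Mgrn1, 4.20 to 4.59 for Hdgf and -1.88 to -0.61 for Clstn1. No alternative was compared for Ptrh2 and Xpa. Summed 3′ UTR reads thus do not stand in for the paper's expression values of these genes.

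The paper describes a group of the screen's targets as altered in both human and mouse melanoma. Of those that its library table assigns to the human data, 22 genes had enough reads here, and 1 was called at an adjusted p under 0.05 from edgeR, 1 from limma and 0 from DESeq2. At an unadjusted p under 0.05, edgeR gave 2 of 22 and the study's test with equal or unequal variances 1 of 15. A gene without a call can still have changed. In simulated data edgeR recovered 14.6% of changes of distal use by a log2 of -1 and 33.3% of those by 1.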

Other observations

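The test of another gene as the whole cause on the opposite strand and the splits of the gene lists were chosen only after the result was seen. Some genes had reads in only 1 of the lines. Armcx2, Pycard, an adaptor of the inflammasome, and Cyba, a subunit of the NADPH oxidase, had no read in Melan-A and were at least 219-fold, 201-fold and 171-fold higher in B16-F10, at a floor of 3 reads over the 6 libraries. Sfrp1, a secreted Wnt antagonist, the receptor S1pr3 and the transcription factor Zbtb16 had none in B16-F10 and were at least 563-fold, 508-fold and 495-fold lower there. Igfbp4, which binds insulin-like growth factors, stood at 896.1 ± 139 CPM (SD, n = 6) in B16-F10 and 3.07 ± 2.02 CPM (SD, n = 6) in Melan-A, and Prdm16, a transcription factor, at 375.5 ± 19.4 against 1.96 ± 1.18 CPM. Serpine2, a secreted protease inhibitor, stood at 0.586 ± 0.779 against 933.3 ± 299 CPM, and the transcription factor Runx3 at 0.112 ± 0.274 against 223.3 ± 27.6 CPM. Of the screen's mouse targets, Gsn, which encodes gelsolin, stood at 18.8 ± 3.09 against 363.3 ± 45.7 CPM.

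In the authors' deposited comparison of tumors with the Atg7 pgRNA against tumors with the Crabp1 pgRNA, which lists 162 genes at unadjusted p-values of 0.00794 to 0.0449, 68 genes were higher and 94 lower by the authors' values. Genes of the interferon response are among the lower ones, with the authors' log2 fold changes of -1.83 for Ifit1, -1.77 for Ifit3, -1.73 for Irf7, -1.62 for Isg15 and -0.951 for Irf9. Atg7 itself is listed at -0.895 and the melanocyte channel Trpm1 at -0.987. The libraries behind this table match no described sample, so none of these values was recomputed.

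When both strand tables were fitted, 32 of 476 entries on the strand opposite to their gene were called, with log2 changes from -6.86 for Slc25a10 to 6.20 for Aph1a. Sense reads counted on the wrong strand are argued against for the called entries as a set. The change differed from that on the gene's own strand by a median of 1.94 over 31 entries, and 3 of these genes were called on their own strand too. For some entries the strands nearly match, and there such reads stay open: Ano8 (1.60 against 1.55 on its own strand), Dkc1 (-1.93 against -1.92) and Paip1 (1.92 against 1.90). Another annotated gene is not the whole cause, since 16 of the called entries have no exon of another gene on that strand up to 5000 bases past the gene. Reads of such a gene may account for a part, which cannot be told apart, since 50.0% of the called entries have such an exon, against 50.6% of all opposite-strand entries tested and 35.4% of genes on their own strand. Among the screen's targets with the authors' call on the opposite strand, Usp14 had -0.40 on its own strand (adjusted p = 0.343 from edgeR) against the authors' -1.74, Shmt2 -0.64 (0.187) against -2.11, Rhoq 0.40 (0.758) against -0.869 and Ube3c 0.09 (0.921) against 2.09.

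Of the genes with changed distal use, 65.0% were shortened in B16-F10. Higher depth in B16-F10 is argued against as the cause, since the share was 67.1% with every library thinned to the same total. Melan-A F is argued against too, since the share was 67.6% without it, and it was 61.6% to 70.9% without any other library. A wider use of proximal sites in the melanoma line stays open. The median log2 ratio over all genes moved by -0.083 (exact permutation test, p = 0.117) and by -0.020 at the stricter read minimum (p = 0.701). The share of distal reads pooled over genes passed the threshold (exact permutation test, p = 0.00866). That share weights genes by their reads, which changed in 4314 of 6759 genes, so it cannot decide the question. The labels give no batch, so a difference between the preparations of the lines stays open, untested.

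Of the possible splits of the libraries into 6 and 6, 100 were drawn, the real one included. Chance can be excluded for the 363 genes with changed distal use, where the highest other split, with B16-F10 B and Melan-A D swapped, gave 152, and only the real 1 was as large. It can be excluded for the 4314 genes with changed 3′ UTR reads, where the same split gave 906. For the number of gene lists called in 3′ UTR reads chance cannot be excluded by the share of splits, since 8 splits, the real one included, reached its 7 lists, with 8 lists in the highest other. A median of 6.5 lists was called in the 8 other splits that kept 5 B16-F10 libraries together, and 4 in the 49 that kept 4. In the 42 with 3 in each group the median was 0 and the most 1. Those 42 balance the lines between the groups, so their low counts cannot show how many lists chance calls. Of the 94 other splits without a called gene, 56 still called a list in 3′ UTR reads, with up to 8 lists. For the lists in distal use, where none was called in the real split and at most 1 in another, the comparison decides nothing, since all 100 splits reach a count of 0.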
